# A noncoding regulatory RNA Gm31932 induces cell cycle arrest and differentiation in melanoma via the miR-344d-3-5p/*Prc1* (and *Nuf2*) axis

**DOI:** 10.1038/s41419-022-04736-6

**Published:** 2022-04-07

**Authors:** Dan Wang, Jianfei Chen, Bohan Li, Qingling Jiang, Ling Liu, Ziyi Xia, Qiusheng Zheng, Minjing Li, Defang Li

**Keywords:** Cancer, Cell biology

## Abstract

Emerging evidence has shown that long non-coding RNAs (lncRNAs) play an important role in inhibiting tumor cell proliferation and inducing differentiation. In this study, integrative analysis of whole transcriptome sequencing data demonstrated that lncRNA-Gm31932 is significantly decreased in all-trans retinoic acid (ATRA)-induced and sodium 4-phenylbutanoate (PB-4)-induced mouse melanoma B16 cells. Silencing lncRNA-Gm31932 could inhibit B16 cell proliferation, with cell cycle arrest at the G0/G1 phase and obvious differentiation characteristics, e.g., increased cell volume, melanin content and tyrosinase (Tyr) activity. Furthermore, a series of experiments (luciferase reporter assay, RNA pull-down assay, and western blotting) showed that lncRNA-Gm3932 down-regulated *Prc1* and *Nuf2* by competitively sponging miR-344d-3-5p, which subsequently reduced the expression of cell cycle-related proteins CDK2, CDC2, and Cyclin B1, and increased the expression of P21 and P27. Moreover, silencing lncRNA-Gm31932 could significantly inhibit tumor growth in B16 melanoma-bearing mice. Taken together, these results indicate that as a possible signaling pathway for ATRA and PB-4, lncRNA-Gm31932 can induce cell cycle arrest and differentiation via miR-344d-3-5p/*Prc1* (and *Nuf2*) axis.

## Introduction

Melanoma is a highly malignant tumor caused by the excessive proliferation of abnormal melanoma cells. As an aggressive tumor, it has been reported that melanoma accounts for approximately 75% of skin cancer-related deaths [1]. The current conventional treatment methods for melanoma include surgery, chemotherapy, and radiotherapy, but the treatment effect is poor. In particular, patients with advanced melanoma not only have a high mortality rate but also have inherent resistance to radiotherapy and chemotherapy [2]. Therefore, finding new therapeutic methods or molecular targets that can effectively prevent and treat melanoma is an urgent task to be undertaken.

In multicellular organisms, cell proliferation is partly controlled by regulating the process of differentiation [3]. As cancer occurs as a result of defects in cell differentiation, the induction of differentiation therapy is a highly feasible treatment strategy. The induction of tumor differentiation is a biological-based tumor therapy, which reverses the differentiation of malignant tumor cells to normal or near normal cells under the effect of a differentiation inducer. Until now, dozens of drugs have been reported to induce the differentiation of melanoma cells, including theophylline, ATRA, PB-4, cyanidin-3-O-beta-glucopyranoside, and alteronol [4–7]. However, the specific mechanism underlying the complex intracellular molecular regulatory network that induces melanoma differentiation is still unclear.

Recently, with the rapid development of genetics and bioinformatics technology, lncRNAs have received an increasing amount of attention from researchers. Recent studies have shown that LNCRNA SPRY4-IT1 is abnormally highly expressed in melanoma cells. After reducing its expression using RNAi technology, it can lead to growth inhibition, differentiation, and apoptosis of melanoma cells, indicating that SPRY4-IT1 plays an important role in the molecular etiology of human melanoma [8]. Additionally, the competitive endogenous RNA (ceRNA) hypothesis was proposed [9]; and many studies have examined the use of lncRNAs as a ceRNA in the occurrence and development of tumors. For example, lncRNA-CCAT1 can be used as a ceRNA to bind miR-155, thereby inhibiting the differentiation of acute myeloid leukemia HL-60 cells into monocytes [10]. Moreover, the effects of lncRNA on pancreatic cancer, cervical cancer, colon cancer, lung cancer, and other tumors have been reported [11–14]. The above research results suggest that the expression of lncRNAs is closely related to the occurrence, development, and differentiation of tumors, which also provides a new direction for tumor research and treatment.

In this study, we selected two currently recognized differentiation inducers, ATRA and PB-4, to induce the differentiation of mouse melanoma B16 cells. As shown in the schematic below, we used RNA-seq technology to sequence the whole transcriptome of ATRA-treated B16 cells and PB-4-treated B16 cells, and screened differentially expressed lncRNAs, miRNAs, and mRNAs in differentiated B16 cells. Following screening, we used DIANA-LncBase, Starbase 2.0, TargetScan, Miranda, RNAhybrid, and other databases to analyze the binding of the differentially expressed lncRNAs, miRNAs, and mRNAs in ATRA-treated and PB-4-treated B16 cells to construct a ceRNA regulatory network. We next employed a series of experiments to further verify the effect of the selected lncRNA on melanoma differentiation. As a result, we found that as a possible signaling pathway for ATRA and PB-4, lncRNA-Gm31932 can induce cell cycle arrest and differentiation via miR-344d-3-5p/Prc1 (and Nuf2) axis.

**Schematic diagram:**
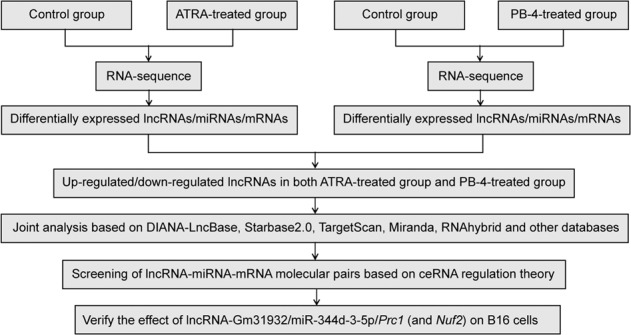
Research ideas for screening lncRNA-miRNA-mRNA molecular pairs by whole transcriptome sequencing.

## Materials and methods

### Reagents

ATRA (molecular weight, 300.44; chemical formula, C_20_H_28_O_2_; purity ≥ 98%) and PB-4 (molecular weight, 186.18; chemical formula, C_10_H_11_NaO_2_; purity ≥ 98%) were purchased from Sigma-Aldrich (St. Louis, MO, USA). Culture medium (DMEM) and fetal bovine serum (FBS) were purchased from Hyclone (Hyclone, Utah, USA). Gm31932 small interfering RNA (siRNA-Gm31932-174, siRNA-Gm31932-118, siRNA-Gm31932-327), Gm31932 short hairpin RNA vector (shRNA-Gm31932), PRC1 small interfering RNA (siRNA-Prc1), NUF2 small interfering RNA (siRNA-Nuf2), corresponding negative control RNA for siRNA-Gm31932 (siRNA-NC), negative control vector for shRNA-Gm31932 (shRNA-NC), miR-344d-3-5p mimics, miR-344d-3-5p inhibitor, and the corresponding negative control RNA (miR-344d-3-5p mimics NC and miR-344d-3-5p inhibitor NC) were all designed and synthesized by Shanghai Integrated Biotech Solutions Co., Ltd. (Shanghai, China), and transfected using the Lipofectamine 3000 transfection reagent (Invitrogen, cat. no. L3000015). Quantitative Real-time PCR Kit (cat. no. SR1110), DNA Content Quantitation Assay (Cell Cycle, cat. no. CA1510) and BCA protein concentration determination kit (cat. no. PC0020) were obtained from Solarbio science & technology Co., Ltd. (Beijing, China). Cell Counting Kit-8 (CCK-8 kit, cat. no. CK04) was purchased from Dojindo Molecular Technologies (Japan), PrimeScript^TM^ reagent Kit with gDNA Eraser (cat. no. RR047A) was purchased from TAKARA BIO INC (Japan). Dual-Luciferase^®^ Reporter Assay System was obtained from Promega Corporation (cat. no. E1910, Madison, USA). RNA labeling mixture (cat. no. 11685597910) was obtained from Roche Molecular Systems, Inc. T7 RNA polymerase (cat. no. E2050S) was obtained from New England Biolabs, Inc. RNA pull-down kit was obtained from BersinBio (cat. no. Bes5102, Guangzhou, China). DAB Detection Kit (Polymer) was obtained from Gene Technology (Shanghai) Co., Ltd. (cat. no. GK600510, Shanghai, China).

### Cell culture and transfection

Mouse melanoma B16 cells were obtained from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China) and were authenticated by STR profiling. The cells were cultured in DMEM basal medium, with 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin at 37 °C in a humidified atmosphere of 5% CO_2_. For the transfection experiment, logarithmic phase cells in good growth conditions were transfected using the Lipofectamine 3000 transfection reagent according to the manufacturer’s protocol.

### Cell Counting Kit-8 (CCK-8) assay

Cell proliferation was detected using the CCK-8 kit. Briefly, the transfected cells were seeded in a 96-well plate and cultured in a cell incubator. After culturing for 24, 48, 72, and 96 h, 10 μL of CCK-8 reagent was added to each well, and the culture was continued for 2 h. Then, the optical density (OD) value was determined using a microplate reader (Bio-Rad Laboratories Inc., Hercules, CA, USA) at 450 nm. All experiments were performed in triplicate.

### Colony formation assay

The transfected cells were inoculated onto 6-well chamber slides at approximately 400 cells per well and cultured in a cell culture incubator. After 14 days, the cells were washed with PBS and fixed with 4% paraformaldehyde for 15 min, and subsequently stained with crystal violet staining solution for 30 min at room temperature. Images were taken with a digital camera and clones containing more than 50 cells were counted.

### Morphological assay

To explore whether siRNAs induce differentiation in B16 cells, the transfected cells were seeded on a 6-well plate and cultured in a cell incubator for 72 h. Following incubation, the morphological changes of the cells were observed by a microscope (DMI3000B; Leica Microsystems, Wetzlar, Germany).

### RNA FISH (fluorescence in situ hybridization)

After washing the cells twice with PBS, the cells were fixed with 4% paraformaldehyde for 15 min at room temperature. Then, the cells were permeabilized with 0.1% X-triton 100 for 15 min, and washed twice with PBS. After prehybridization, cells were incubated with probes in the hybridization buffer (before incubation, the probe was mixed with the prehybridization solution at a final concentration of 0.5 μM, denatured at 88 °C for 5 min, and equilibrated at 37 °C for 20 min) at 37 °C overnight. The cells were washed three times with 2 × Saline-Sodium Citrate buffer (SSC), for 5 min per wash. Following washing, 4′,6-diamidino-2-phenylindole (DAPI) was added in the dark at room temperature for 5 min. After washing three times with PBS, the results were examined by a confocal microscope (LSM 880, ZEISS, Germany).

### Melanin content determination

The experimental method for detecting the changes in the melanin content of the cells after transfection was based on the method reported in the previous literature with slight modifications [15, 16]. The transfected cells were inoculated onto 6-well chamber slides and cultured in an incubator for 72 h. Then, the cells were rinsed with PBS buffer three times. After digestion with 0.05% Trypsin-EDTA, the cells were collected and counted, and 200 μL of 1 M NaOH (containing 10% DMSO) was added for 1 h at 80 °C. The absorbances of the melanin contents were measured at 470 nm using a microplate reader after transferring the solution to 96-well plates.

### Tyrosinase activity assay

Tyrosinase activity was estimated by measuring the rate of L-DOPA oxidation as reported earlier with slight modifications [17]. Briefly, the transfected cells were seeded into a 6-well plate and cultured in an incubator for 72 h. After washing the cells with PBS three times, the cells were collected and counted, and 100 μL 0.5% sodium deoxycholate was added to the cells and incubated at 0 °C for 15 min. Following incubation, the cells were mixed with 300 μL of 0.1% L-DOPA in PBS (pH = 6.8) at 37 °C for 2 h. Then, 100 μL of supernatant was added to each well of the 96-well plate and the absorbance at 500 nm was measured. All of the data of the transfected cells were normalized by the mean value of the control cells.

### Cell cycle analysis

The DNA Content Quantitation Assay was employed to examine the cell cycle distribution. In brief, after collecting and fixing in 70% ethanol for 6 h at 4 °C, the cells were washed with PBS three times, and then collected and treated with 100 μL RNase A solution. After 2 h in a 37 °C water bath, 400 μL PI-staining solution was added for 3 h at 4 °C, protected from light. The cell cycle distribution was analyzed by flow cytometry (BD, New Jersey, USA).

### RT-qPCR assay

Total RNA was extracted from culture cells using Trizol reagent based on the manufacturer’s instructions. The OD value of total RNA was detected, and an OD260/OD280 > 1.8 was used for subsequent RT-PCR quantification. Then, a PrimeScript^TM^ reagent Kit with gDNA Eraser was used to reverse-transcribe 1 µg of total RNA in a 20 µL volume into cDNA. Quantitative real-time PCR was performed using the Quantitative Real-time PCR Kit. All primers were designed and synthesized by Shanghai Integrated Biotech Solutions Co., Ltd. (Shanghai, China). The results were normalized using GAPDH or U6 as an internal control.

### Western blotting

RIPA lysis buffer was used to extract protein, and the protein concentration was quantified using the BCA protein concentration determination kit. The proteins (50 μg per sample) were resolved by electrophoresis under 100 V constant pressure and subsequently electro-transferred onto a PVDF transfer membrane. Then, the membrane was incubated in 5% bovine serum albumin (BSA) in TBST buffer at room temperature for 2 h, followed by incubation at 4 °C overnight with the primary antibodies as follows: anti-β-actin (1:5000; ab179467, Abcam), anti-CDC2 (1:1000; ab201008, Abcam), anti-CDK2 (1:1000; ab32147, Abcam), anti-Cyclin B1 (1:2000; ab181593, Abcam), anti-P21 (1:1000; ab188224, Abcam), anti-P27 (1:2000; ab193379, Abcam), anti-Wnt1 (1:500; 27935-1-AP, Proteintech), anti-β-catenin (1:500; ab68183, Abcam), anti-PRC1 (1:5000; ab51248, Abcam), and anti-NUF2 (1:1000; ab230313, Abcam). All antibodies were diluted with a TBST buffer containing 5% BSA. Next, the membranes were washed three times with TBST and incubated with secondary antibodies for 1 h. The membranes were then incubated with ECL chemiluminescence, and the bands were observed using a UVP chemiluminescence imaging system. We used β-actin protein as the internal reference protein to calculate the expression of the protein to be tested.

### Luciferase reporter assay

A dual luciferase reporter assay was used to verify the target relationship between lncRNA-Gm31932 and miR-344d-3-5p, and miR-344d-3-5p and PRC1 (and NUF2). The luciferase gene reporter vectors (Pmirglo-Gm31932-3′ UTR WT, Pmirglo-Gm31932-3′ UTR MUT, Pmirglo-*Prc1*-3′ UTR WT, Pmirglo-*Prc1*-3′ UTR MUT, Pmirglo-*Nuf2*-3′ UTR WT, Pmirglo-*Nuf2*-3′ UTR MUT) and miR-344d-3-5p mimics NC, miR-344d-3-5p mimic and miR-344d-3-5p-mut used in the experiment were all designed and synthesized by Shanghai Integrated Biotech Solutions Co., Ltd. (Shanghai, China). The cells were seeded in 48-well plates and co-transfected with 40 ng of reporter plasmids and 10 pmol of miRNA mimics by Lipofectamine 3000. After 24 h, the luciferase activities were measured using the dual luciferase reporter system (FLUOstar Omega, BMG Labtech, Offenburg, Germany).

### RNA pull-down assay

The RNA pull-down experiment was performed as described previously with slight modifications [18, 19]. Briefly, the biotin-labeled RNA was transcribed with biotin RNA labeling mixture and T7 RNA polymerase, and then treated with RNase-free DNase I and purified. Next, 3 µg of biotinylated RNA was heated to 90 °C for 2 min and then placed on ice for 2 min. The RNA structure buffer and RNase-free water were then added and left at room temperature for 20 min to form the RNA secondary structure. Subsequently, the probe-magnetic beads were prepared according to the instructions of the RNA pull-down kit. The probe-magnetic bead complex was mixed with the cell extract and RNase inhibitor and Poly (dI•dC) were added, before gently rotating at room temperature for 2 h to combine. Finally, the magnetic beads were collected, and 1 mL of ice-cold NT2 buffer was added, before mixing and washing at 4 °C for 5 min. The supernatant was removed, the magnetic beads were washed four times, and the bound RNA in the pull-down material was analyzed by RT-qPCR.

### Animal preparation

Four-week-old C57BL/6 male mice (License No. SYXK(Lu)20180029) were purchased from Jinan Pengyue Experimental Animal Bcreeding Co., Ltd. (Jinan, China). The animals were acclimatized under standard animal care conditions for 7 days before the start of the experiment. All experimental operations followed the requirements of the Animal Ethics and Experimental Safety Committee of Binzhou Medical University and were conducted in accordance with relevant animal experiment guidelines.

### In vivo tumorigenesis assay

Under sterile conditions, B16 cells (3 × 10^6^ cells/animal) were subcutaneously inoculated into the C57BL/6 mice. The inoculated mice were randomly divided into three groups as follows: the control group, the siRNA-NC group, and the siRNA-Gm31932 group (*n* = 8 mice per group). When the tumor size reached 100 mm^3^, the transfection reagent was injected intratumorally. Each mouse in the siRNA-NC group and the siRNA-Gm31932-174 group was injected with 15 μg siRNA, 1.2 μL transfection reagent, and 10 μL glucose solution, to a total volume of 20 μL. After 15 min of incubation at room temperature, intratumoral injection was performed. The mice in the control group were injected intratumor with the same volume of saline. Except for this, the other experimental conditions of the three groups of mice were completely the same. The mice were injected three times a week, weighed every 2 days, and the tumor size was measured by digital caliper. After 2 consecutive weeks, the mice were sacrificed and the tumors were excised for photographing and weighing.

### Immunohistochemistry assay (IHC)

The paraffin-embedded tumor tissue sections were deparaffinized and rehydrated, and EDTA antigen repair solution (pH 9.0) was used for heat-induced antigen recovery. Sections were incubated with anti-Ki-67 (1:1000; ab15580, Abcam), anti-PRC1 (1:100; 15617-1-AP, Proteintech), anti-NUF2 (1:100; ab230313, Abcam) and secondary antibody, and positive signals were visualized by the DAB Detection kit (Polymer). Images were taken by a microscope with 200 × magnification.

### Statistical analysis

The experiment was repeated three times. The data are presented as the means ± SD and a significant difference was determined via a two-tailed unpaired Student’s t-tests or one-way ANOVA followed by the Dunnett correction, and analyses were performed using SPSS 25.0 statistical software. *P* < 0.05 were considered statistically significant.

## Results

### LncRNA-Gm31932 is involved in ATRA- and PB-4-induced B16 cell cycle arrest and differentiation

To explore how lncRNAs impact the differentiation of B16 cells, we first selected ATRA and PB-4 to induce cell differentiation. Following treatment with ATRA or PB-4, the B16 cell proliferation rate was significantly lower than that of the control group (Fig. 1A, B). Moreover, B16 cell colony formation was significantly inhibited (Supplementary Fig. 1A–D), and the cell volume increased, showing a typical state of cell differentiation (Supplementary Fig. 1E, F). Additionally, the proportion of cells in the G0/G1 phase increased significantly after ATRA or PB-4 treatment (Supplementary Fig. 1G–J). The melanin content of the cells was significantly increased, and the activity of tyrosinase, a key enzyme for the synthesis of melanin, was significantly increased (Supplementary Fig. 1K–N). Based on the above results, ATRA and PB-4 not only induce B16 cell differentiation but also cause cell cycle arrest at the G0/G1 phase.

**Fig. 1:**
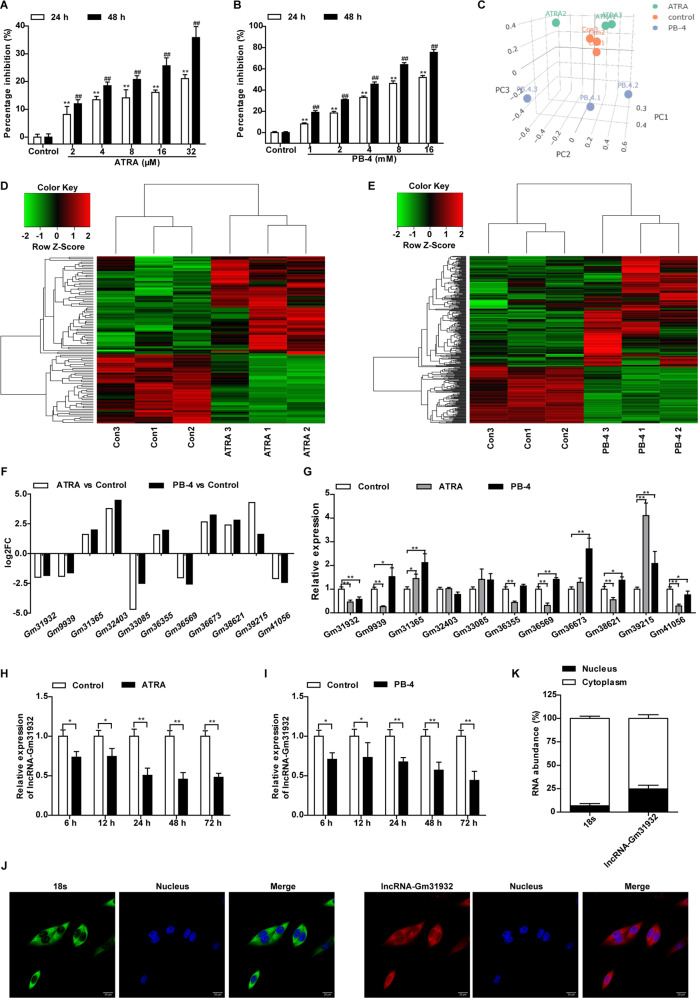
Unique lncRNA expression profile of B16 cells after induced differentiation. **A**, **B** The cell proliferation inhibition rate was detected by CCK-8 assay after treatment with ATRA or PB-4. *n* = 3. Data are presented as the mean ± SD. ^**^P < 0.01 compared with the corresponding control group at 24 h. ^##^*P* < 0.01 compared with the corresponding control group at 48 h by Student’s *t*-test. **C** Principal component analysis of the RNA expression profiles of B16 cells treated with ATRA or PB-4. **D**, **E** Cluster analysis and heat map of differentially expressed lncRNAs in B16 cells induced by ATRA or PB-4. **F** The sequencing results of lncRNAs are indicated. **G** The relative levels of the indicated lncRNAs were determined by RT-qPCR after treatment with ATRA and PB-4. *n* = 4. **H**, **I** RT-qPCR analysis of lncRNA-Gm31932 in B16 cells treated with ATRA or PB-4 for different durations. **J** Detection of the nucleocytoplasmic distribution of lncRNA-Gm31932 by in situ hybridization. **K** Statistics of the nuclear and cytoplasmic distribution of lncRNA-Gm31932. *n* = 3. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01 compared with the corresponding control group by one-way ANOVA followed by the Dunnett correction.

The total RNAs of ATRA- or PB-4-treated B16 cells were used to detect differentially expressed RNAs by RNA-seq technology (Fig. 1C). 

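Total RNA and miRNA libraries of B16 cells were compared between a control group, an ATRA-treated group and a PB-4-treated group, with 3 libraries per group in each assay (18 libraries in all). ATRA is the ligand of the retinoic acid receptors, and PB-4 inhibits histone deacetylases and acts as a chemical chaperone. Levels are given as CPM (counts scaled to library size, mean ± SD) and changes as log2 fold change ± standard error, with p adjusted over all genes or miRNAs tested by edgeR. These p-values measure only the spread between these samples. In total RNA the first principal component held 45.9% of the variance and set the PB-4-treated group apart from the others. The second (30.3%) set replicate 3 of each group apart from replicates 1 and 2. Histone mRNAs, which code for the proteins that package new DNA and mostly lack a poly(A) tail, were higher in replicate 3 than in replicates 1 and 2 (59 genes, median log2 difference 1.08 in the control group, 2.30 with ATRA and 2.06 with PB-4). Ribosomal protein mRNAs were higher as well (34 genes, 1.03, 0.44 and 0.82), while the nuclear lncRNAs Malat1 (-2.23, -1.36 and -1.11) and Kcnq1ot1 (-3.29, -1.93 and -1.86) were lower. Mitochondrially encoded mRNAs were also lower in replicate 3 (13 genes, -0.81, -0.34 and -1.23). These comparisons of replicate 3, the histone class, Malat1 and Kcnq1ot1 were chosen after the values were seen. In the miRNA libraries let-7i-5p, a member of a family that restrains growth, was the most abundant miRNA, with 8.60 to 12.7% of the counts.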

The results showed that 102 lncRNAs, 24 miRNAs, and 761 mRNAs showed differential expression in the ATRA-treated group, and 306 lncRNAs, 105 miRNAs, and 2567 mRNAs showed differential expression in the PB-4-treated group (Supplementary Table 1, Fig. 1D, E). 

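Dhrs3, which encodes a retinaldehyde reductase that limits the synthesis of retinoic acid, rose from 3.55 ± 1.49 to 424 ± 37.9 CPM in the ATRA-treated group (log2 fold change 6.87 ± 0.39, adjusted p = 9.4e-04, n = 3 per group). Rarb, a retinoic acid receptor gene that retinoic acid is known to switch on, rose from 5.63 ± 3.71 to 161 ± 41.1 CPM (4.80 ± 0.60, adjusted p = 0.0183). The transglutaminase gene Tgm2 (5.21 ± 0.53, adjusted p = 0.00801) and the cytokine gene Lif (7.59 ± 0.46, adjusted p = 9.9e-04) rose too. Hr, a transcriptional corepressor gene (-3.18 ± 0.52, adjusted p = 0.0395), Ahnak, which encodes a large scaffold protein (-3.10 ± 0.49, adjusted p = 0.0365), and the annexin gene Anxa2 (-2.53 ± 0.24, adjusted p = 0.00719) fell. Of the 19 measured genes of the retinoic acid response, Dhrs3, Rarb and Tgm2 rose and the other 16 did not pass the test. Adjusted over the list alone, 4 rose and 1 fell. Camera gave adjusted p = 5.7e-07 (up) for this list, with 0.0938 with an estimated correlation and 7.2e-04 with fry, which does not compare a list with other genes. Of 62 genes of G2/M and mitosis, 11 fell and 51 did not pass (36 fell adjusted over the list alone, median log2 fold change -1.12). They include Ncapg, a condensin subunit gene (-1.88 ± 0.28, adjusted p = 0.0344), the spindle checkpoint kinase gene Bub1 (-1.84 ± 0.29, adjusted p = 0.0365) and the spindle protein gene Hmmr (-1.55 ± 0.23, adjusted p = 0.0327). Of 45 genes of DNA replication and S phase, 3 fell: Ccne2, which encodes cyclin E2 (-2.63 ± 0.35, adjusted p = 0.0243), the ribonucleotide reductase gene Rrm1 (-1.42 ± 0.23, adjusted p = 0.0401) and the primase gene Prim1 (-1.33 ± 0.23, adjusted p = 0.0450). Adjusted over the list alone, 18 fell. Camera gave adjusted p = 2.6e-40 for G2/M and 6.6e-21 for DNA replication, with adjusted p = 0.267 and 0.299 with an estimated correlation and 0.0626 and 0.112 with fry. In ATRA replicate 3 the G2/M genes were a median log2 of 0.87 above ATRA replicates 1 and 2, against 0.01 in the control group. With the replicate numbers as a block, 55 G2/M genes and 32 replication genes fell and 6 retinoic acid genes rose. With replicates 1 and 2 only, chosen after seeing the data, 62 and 43 fell and 8 rose. When control replicate 1 or 2, or ATRA replicate 1 or 2, was left out, 0 G2/M and 0 replication genes were called by edgeR (41 and 23 were lower at unadjusted p under 0.05 with all libraries, and DESeq2 called 34 and 13). Without control replicate 3 these counts were 22 and 9, and without ATRA replicate 3 they were 52 and 36. For the retinoic acid genes the counts ran from 1 (without control replicate 2 or ATRA replicate 1) to 6 (without control replicate 3).

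**Figure D1:**
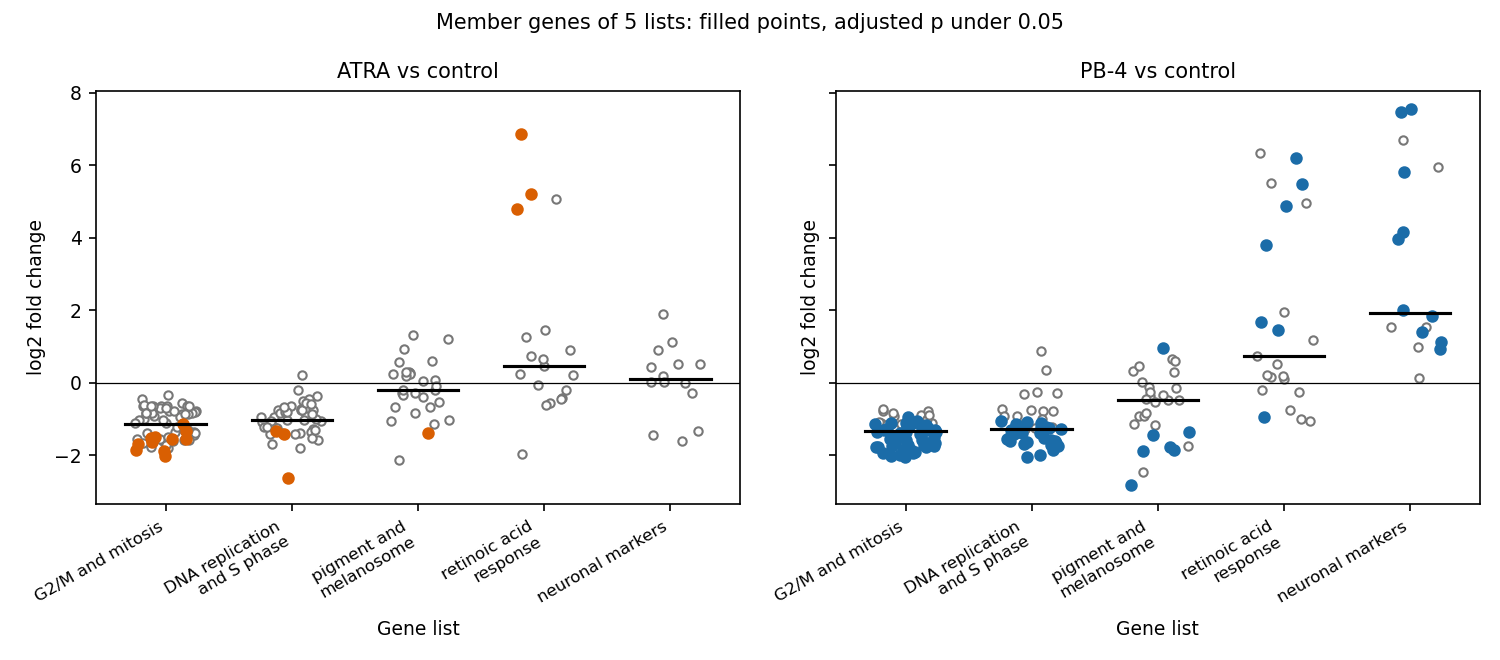
Log2 fold changes of the members of 5 gene lists in the ATRA-treated group (left) and the PB-4-treated group (right) against the control group, n = 3 libraries per group. Filled points passed adjusted p under 0.05 over all genes tested: with ATRA 11 of 62 G2/M genes, 3 of 45 replication genes, 1 of 29 pigment genes and 3 of 19 retinoic acid genes; with PB-4 49 of 62, 29 of 45, 7 of 29, 7 of 23 and, of the neuronal genes, 10 of 16. Lines are medians of fitted values, which are no bound for genes with 0 counts in the control group.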

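After silencing Gm31932 the study measured CDC2, cyclin B1, CDK2, P21, P27, WNT1 and beta-catenin as proteins, and Ki-67 by staining of tumors. The values of their genes here are mRNA levels with ATRA or PB-4, another perturbation and another measure. Among these genes, Cdk1, which encodes CDC2, the kinase that drives entry into mitosis, was at 91.0 ± 55.4 CPM with ATRA against 193 ± 59.0 CPM in the control group (-1.10 ± 0.42, adjusted p = 0.266, 0.00268 with the replicate block, and 7.7e-09 to 0.636 over its alternatives). Ccnb1, which encodes its partner cyclin B1, had -1.35 ± 0.27 (adjusted p = 0.0592, 0.00194 with the block, and 3.9e-07 to 0.260 over its alternatives). Cdk2, the kinase gene of the G1/S transition, had -0.73 ± 0.32 (adjusted p = 0.320, 0.0189 with the block, and 2.4e-07 to 0.687). The proliferation marker gene Mki67 had -1.71 ± 0.31 (adjusted p = 0.0508, 0.0258 with the block, and 1.6e-10 to 0.255). The CDK inhibitor genes Cdkn1a (-0.23 ± 0.38, adjusted p = 0.821) and Cdkn1b (0.28 ± 0.29, adjusted p = 0.707) did not pass with ATRA. Ctnnb1, which encodes beta-catenin, had -0.21 ± 0.19 (adjusted p = 0.669), and Wnt1 had 0 counts in the control and ATRA libraries. Tyr, which encodes tyrosinase, was at 2.31 ± 2.45 CPM with ATRA against 9.53 ± 6.16 CPM (-2.12 ± 0.83, adjusted p = 0.275, 0.00849 with the block, and 2.7e-05 to 0.605). Of 29 genes of pigment enzymes and melanosome proteins, Rab32, which encodes a GTPase of melanosome transport, fell (-1.37 ± 0.24, adjusted p = 0.0468, 0.0520 with library totals only, and 2.7e-05 to 0.255 over its alternatives) and 28 did not pass (2 fell adjusted over the list alone, 4 rose and 8 fell with the block). Of 15 melanocyte lineage regulators, Sox9 rose (2.40 ± 0.25, adjusted p = 0.00801), Tfap2a fell (-1.47 ± 0.17, adjusted p = 0.0132) and 13 did not pass. Both encode transcription factors of the neural crest lineage. Adjusted over the list alone, 3 rose and 3 fell, and with the block 2 rose and 6 fell. In all, 79 of 17911 genes rose with ATRA and 112 fell (1348 and 1940 with the block, 3111 and 3346 with replicates 1 and 2 only), and 75 mRNAs rose and 108 fell by at least 2-fold. Without control replicate 1, 2 or 3, 12, 10 and 980 genes were called, and without ATRA replicate 1, 2 or 3, 10, 32 and 635.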

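Mlana, which encodes a melanosome protein and melanoma antigen, fell from 355 ± 153 to 50.4 ± 17.9 CPM in the PB-4-treated group (-2.83 ± 0.37, adjusted p = 0.00242, n = 3 per group). Pmel, whose product forms the fibrils on which melanin is laid down, fell from 1929 ± 619 to 525 ± 59.9 CPM (-1.88 ± 0.27, adjusted p = 0.00323). The melanosome transporter genes Slc45a2 (-1.84 ± 0.27, adjusted p = 0.00366) and Slc24a5 (-1.77 ± 0.28, adjusted p = 0.00457) fell as well. Of the 29 pigment genes 6 fell, 1 rose and 22 did not pass. Adjusted over the list alone, 8 fell and 1 rose (camera adjusted p = 1.2e-04, adjusted p = 0.222 with an estimated correlation and 0.0204 with fry, 0.0517 with fry and the replicate block). With the replicate block 17 pigment genes fell and 3 rose, and with replicates 1 and 2 only 12 fell and 3 rose. Without PB-4 replicate 2, 4 fell. Markers of other cell types rose in the same comparison (7 of 9 fibroblast, 10 of 16 neuronal, 2 of 7 immune and 1 of 3 endothelial genes, median log2 fold changes 3.49, 1.92, 2.54 and 4.96). With ATRA only 7, 14, 4 and 2 were tested, so some members passed the count filter through their PB-4 counts, which may raise these medians. For fibroblasts, Col1a2 and Dcn together reached only 0.936 to 1.76% of the Col1a1 level with PB-4, below the 10% set after the rise was seen. This bears on the source of Col1a1 and does not exclude some fibroblasts. Whether other cells lower the share of pigment cells, and so add to the fall, was not tested. Tyr had -0.92 ± 0.59 (adjusted p = 0.330, 0.00364 with the block, and 0.00364 to 0.738 over its alternatives). Of the 62 genes of G2/M and mitosis, 49 fell with PB-4 (62 adjusted over the list alone, and 62 with the block or with replicates 1 and 2 only), among them Kif4, a chromosome motor gene (-1.71 ± 0.19, adjusted p = 0.00150), and Ccna2, which encodes cyclin A2 (-1.73 ± 0.21, adjusted p = 0.00189). Of the 45 genes of DNA replication and S phase, 29 fell (39 fell and 1 rose adjusted over the list alone, 41 fell with the block or with replicates 1 and 2 only), such as the helicase gene Mcm4 (-1.84 ± 0.20, adjusted p = 0.00129) and the thymidylate synthase gene Tyms (-1.52 ± 0.19, adjusted p = 0.00209). Camera gave adjusted p = 1.6e-37 and 9.2e-23, with adjusted p = 0.0757 and 0.0935 with an estimated correlation and 0.00151 and 0.00195 with fry. Without PB-4 replicate 2, 17 replication genes fell. The genes Cdk1 (-1.11 ± 0.30, adjusted p = 0.0378, 0.0598 with library totals only, and 5.8e-08 to 0.148 over its alternatives), Ccnb1 (-1.48 ± 0.23, adjusted p = 0.00423), Cdk2 (-1.34 ± 0.19, adjusted p = 0.00323) and Mki67 (-1.57 ± 0.27, adjusted p = 0.00704) fell. Of 14 G1 cyclins, CDKs and CDK inhibitors, Cdk2 and the cyclin D1 gene Ccnd1 (-1.53 ± 0.31, adjusted p = 0.0131) fell and the CDK inhibitor gene Cdkn1c rose (2.34 ± 0.61, adjusted p = 0.0337). Adjusted over the list alone, 4 fell and 1 rose, and with the block 6 fell and 3 rose (camera adjusted p = 0.0992, and 0.00731 with fry). Cdkn1a had 0.38 ± 0.36 (adjusted p = 0.505, 0.00511 with the block, and 0.00321 to 0.846) and Cdkn1b 0.03 ± 0.28 (adjusted p = 0.952).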

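Ctnnb1 fell from 1150 ± 139.5 to 678 ± 85.4 CPM with PB-4 (-0.77 ± 0.21, adjusted p = 0.0383, 0.0888 with library totals only, and 4.3e-05 to 0.178 over its alternatives), while known targets of Wnt signals moved both ways. Those that rose were the feedback inhibitor gene Axin2 (1.82 ± 0.26, adjusted p = 0.00318), the transcription factor gene Tcf7 (3.31 ± 0.58, adjusted p = 0.00746) and the secreted inhibitor gene Notum (6.13 ± 0.64, adjusted p = 0.00118). Ccnd1 fell (-1.53), as did the growth regulator gene Myc (-1.24 ± 0.26, adjusted p = 0.0154, chosen after its values were seen, and 0.0519 and 0.0860 without control replicate 2 or PB-4 replicate 2). Of 18 Wnt and beta-catenin genes, 4 rose, 3 fell and 11 did not pass (5 rose and 4 fell adjusted over the list alone, 6 and 6 with the block, camera adjusted p = 0.247, fry 0.00201, and 0.125 for fry with the block). Wnt1 had 0 counts in the control libraries and 9, 1 and 13 in the PB-4 libraries (adjusted p = 0.0831, 0.0223 with the block, and 0.0217 to 0.183 over its alternatives). Nkd1, another feedback inhibitor gene, had 0 counts in the control group and was at least 57.5-fold higher with PB-4 (floor of 3 counts over the group, at least 32.9-fold without control replicate 2, adjusted p = 0.00400). The sialyltransferase gene St8sia5 (at least 195-fold higher, and 112-fold without control replicate 2, adjusted p = 0.00127) and the serotonin receptor gene Htr3a (at least 191-fold, with counts of 92, 110 and 255 in the PB-4 libraries, and 80.5-fold without PB-4 replicate 3, adjusted p = 0.00664) also had 0 counts in the control group. Of 16 melanocyte lineage regulators, Sox9 (2.08 ± 0.42, adjusted p = 0.0135) and Tfap2b (2.99 ± 0.77, adjusted p = 0.0328) rose and 14 did not pass (2 rose and 1 fell adjusted over the list alone, 4 rose and 1 fell with the block). The phosphatase gene Dusp4, which dampens MAP kinase signals (-2.19 ± 0.24, adjusted p = 0.00135), and the transcription factor gene Klf15 (-2.35 ± 0.49, adjusted p = 0.0155) fell. In all, 2246 of 19450 genes rose with PB-4 and 893 fell, and 1913 mRNAs rose and 527 fell by at least 2-fold. With library totals only 2673 genes rose and 489 fell. The median log2 fold change of all genes was 0.20 with library totals and 0.03 with TMM. Under library totals 43 G2/M genes, 27 replication genes and 5 pigment genes fell. With the replicate block 4494 genes rose and 4136 fell, and with replicates 1 and 2 only 4306 and 3155. The counts were 1533, 1341 and 1488 genes without control replicate 1, control replicate 2 and PB-4 replicate 2.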

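The lncRNAs counted were those of the reference class, which leaves out Gm31932. Of 2213 tested, 4 passed with ATRA at a change of at least 2-fold. Of these, 2 of little known function rose: 4930455G09Rik from 3.31 to 20.1 CPM (2.58 ± 0.40, adjusted p = 0.0365) and Gm11958 from 0.414 to 3.26 CPM (2.95 ± 0.49, adjusted p = 0.0398). Gm36418 fell from 3.59 to 0.119 CPM (adjusted p = 0.0387), and LOC108169140 was at 0.792 CPM in the control group and had 1 count in the 3 ATRA libraries (adjusted p = 0.0485). These names were chosen after their values were seen. With PB-4, 134 of 2571 lncRNAs rose and 15 fell by at least 2-fold. Pcsk2os1, an antisense transcript at the prohormone convertase gene Pcsk2, rose from 0.0993 to 5.21 CPM (5.67 ± 0.53, adjusted p = 7.0e-04, also chosen after its values were seen). Among miRNAs with a change of at least 2-fold, 15 rose and 8 fell with ATRA (of 1213 tested), and 103 rose and 13 fell with PB-4 (of 1291 tested). This balance depended on the scaling: with library totals only 10 rose and 13 fell with ATRA, and with RLE size factors 92 rose and 26 fell with PB-4. At unadjusted p under 0.05, 95 lncRNAs were higher and 74 lower by at least 2-fold with ATRA. With the replicate block the lncRNA counts were 59 with ATRA and 372 with PB-4, and with replicates 1 and 2 only 228 and 368. Of those with PB-4, 278 rose and 94 fell with the block, and 228 rose and 140 fell with replicates 1 and 2 only. With control replicate 1 or 2, or ATRA replicate 1 or 2, left out, 0 lncRNAs passed with ATRA by edgeR (DESeq2 called 45 with all libraries). Without control replicate 3 the count was 44, and without ATRA replicate 3 it was 12. With PB-4 the count was 51, 44, 67, 50 and 91 without control replicate 1, control replicate 2, PB-4 replicate 1, PB-4 replicate 2 and PB-4 replicate 3.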

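The transcription factor gene Sox9, the transglutaminase gene Tgm2 and the spindle gene Nuf2 were called in the same direction in both groups, the first up by 2.40 ± 0.25 with ATRA and 2.08 ± 0.42 with PB-4. In total RNA, 47 genes were called up in both comparisons and 50 down, of 17514 tested in both, and 12 were called in opposite directions. For independent lists 7.73 and 5.71 shared genes would be counted. Simulated libraries without change, in which 2 groups share 3 control libraries, gave a median of 0 and a highest count of 0 in 20 simulations, but they held only 0 calls with ATRA and 0 to 2 with PB-4, so few could be shared. The log2 fold changes of the 2 comparisons had a correlation of 0.458, against a median of 0.503 in the simulations, and a covariance of 0.593, against 0.162. The simulated libraries were drawn independently, without the deviations that same-numbered libraries share here (correlation 0.455 to 0.765), so the simulated values may differ from those of unchanged groups of this design. The control libraries are shared and too few to be divided into separate sets, so part of the excess over independent lists may come from them. Among miRNAs, 5 were called up in both and 6 down of 1154 tested in both (2.95 and 0.832 for independent lists, and 0 and 0 in the simulations), and 2 in opposite directions. The miRNA simulations held only 0 to 2 calls with ATRA and 0 to 4 with PB-4, so few could be shared there too. The log2 fold changes of the miRNAs had a correlation of 0.629, against a median of 0.514 and a highest of 0.592 in the simulations, and a covariance of 0.707, against 0.240 and 0.316. These simulated libraries were drawn independently too, while deviations of miRNA libraries of different groups correlated at -0.688 to 0.698 here. The shared miRNAs of at least 2-fold were miR-200a-3p (1.51 and 1.20 with ATRA and PB-4) and miR-200b-3p (1.30 and 1.01), which maintain the epithelial state, miR-344d-3p (1.57 and 3.94), miR-7a-5p (-1.23 and -1.57), which restrains growth factor signals, and the hypoxia-induced miR-210-5p (-2.67 and -2.44, chosen after its values were seen). With the replicate block 763 genes were called up in both groups (284 for independent lists) and 1282 down (458). Without control replicate 1, 2 or 3 the shared calls were 6, 6 and 449, without ATRA replicate 1, 2 or 3 they were 7, 18 and 321, and without PB-4 replicate 2 they were 57.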

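Of the 11 lncRNAs named in Fig. 1F, 6 were higher and 5 lower in both groups, and 0 passed with ATRA by edgeR over all genes (11 at unadjusted p under 0.05, DESeq2 called 3). With PB-4, Gm32403, a gene spanning 6433 bases on chromosome 6 (51200919 to 51207351), rose from 0.0635 ± 0.0633 to 1.32 ± 0.487 CPM (4.21 ± 0.90, adjusted p = 0.0168). Gm31365 (chromosome 5, 142812093 to 142815992) rose from 0.390 ± 0.0187 to 1.45 ± 0.360 CPM (1.86 ± 0.52, adjusted p = 0.0429), and Gm36673 rose (3.14 ± 0.87, adjusted p = 0.0430). Gm41056 (chromosome 13, 108402067 to 108409406) fell from 2.06 ± 1.26 to 0.370 ± 0.209 CPM (-2.47 ± 0.68, adjusted p = 0.0408). Without control replicate 1 or control replicate 2, Gm31365, Gm36673 and Gm41056 did not pass with PB-4, while Gm32403 did. Gm41056 also did not pass with library totals only. With ATRA the same 4 lncRNAs had 3.61 ± 1.02, 1.53 ± 0.51, 2.57 ± 0.80 and -2.27 ± 0.88 (adjusted p = 0.146, 0.205, 0.182 and 0.268). Gm39215 (chromosome 8, 86805454 to 86826230) had the highest level with ATRA, 6.01 ± 4.77 CPM against 0.323 ± 0.177 CPM (4.27 ± 1.00, adjusted p = 0.0912), and 1.55 ± 0.65 with PB-4 (adjusted p = 0.144). Gm33085 (chromosome 2, 18019594 to 18035222) had 16, 38 and 7 counts in the control libraries, 0, 0 and 1 with ATRA (adjusted p = 0.0808, 0.0208 with the replicate block, and 5.3e-04 to 0.367 over its alternatives) and 7, 4 and 0 with PB-4 (adjusted p = 0.106, 0.0214 with the block, and 0.00343 to 0.342). Gm36355 (1.53 ± 0.63 and 1.86 ± 0.60, chromosome 6, 115525412 to 115544647) and Gm38621 (2.24 ± 0.90 and 2.62 ± 0.97, chromosome 19, 7123040 to 7136039) were higher with ATRA and PB-4, and Gm36569 (-1.97 ± 0.66 and -2.42 ± 0.90, chromosome 3, 79859293 to 79886806) and Gm9939 (-1.97 ± 0.80 and -1.71 ± 0.72) were lower. These 4 did not pass (adjusted p = 0.293 and 0.0699, 0.288 and 0.104, 0.206 and 0.106, 0.289 and 0.143). Adjusted over the list alone, 6 were higher and 5 lower in both comparisons, but the study chose this list on these samples, so this is not independent evidence. With the block, Gm32403 and Gm33085 passed with ATRA and 10 of the 11 passed with PB-4. Over all lncRNAs of the reference class, edgeR called 0 with the same direction and an absolute log2 fold change of at least 1.5 in both groups. At unadjusted p under 0.05 there were 32. DESeq2 called 1, the block 4, limma voom 67, and replicates 1 and 2 only, chosen after seeing the data, 25. Without control replicate 3, 7 were called. All these counts leave out Gm31932, Gm9939 and Gm36673, which are not in the reference. A class that adds such lncRNAs from Supplementary Data 1 and 2 was chosen after seeing the data. With it edgeR called 0, and 35 passed at unadjusted p under 0.05.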

Further analysis showed that 11 lncRNAs had the same expression trend in the ATRA-treated group and PB-4-treated group, with|log2 (fold change)| ≥ 1.5 (Fig. 1F). The levels of these 11 lncRNAs were further validated by RT-qPCR (Fig. 1G and Supplementary Table 2). Considering the length of lncRNAs and the existence of pseudogenes, we finally selected lncRNA-Gm31932 for further research. We found that lncRNA-Gm31932 in B16 cells treated with ATRA or PB-4 were decreased significantly after treatment for 24–72 h (Fig. 1H, I). These results suggest that lncRNA-Gm31932 may be involved in the regulation of cell cycle arrest and differentiation of B16 cells induced by ATRA or PB-4. 

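Gm31932 was a lowly expressed transcript in these libraries, at 0.726 ± 0.358 CPM in the control group, 0.177 ± 0.0163 CPM with ATRA and 0.194 ± 0.110 CPM with PB-4 (n = 3 per group). Its counts were 30, 19 and 7 in the control libraries, 6, 6 and 2 with ATRA and 8, 5 and 2 with PB-4. In CPM the treated and control libraries did not overlap, while the raw counts of control replicate 3 (7) and PB-4 replicate 1 (8) did. The log2 fold change of Gm31932 was -2.02 ± 0.64 with ATRA (adjusted p = 0.187) and -1.91 ± 0.72 with PB-4 (adjusted p = 0.108). An exact permutation test gave p = 0.1 for each group, the smallest value that 3 against 3 libraries can give. The study chose Gm31932 on these samples, so the lack of overlap is not independent evidence. With the replicate block Gm31932 passed with PB-4 (adjusted p = 0.0491, 0.00687 to 0.328 over its alternatives) and had adjusted p = 0.0763 with ATRA (0.0224 to 0.537). It also passed with limma voom in both groups, and with ATRA when replicates 1 and 2 only were used. The gene is not in the reference used here, so its position is not given. The paper reports a lower Gm31932 level after both treatments by sequencing and, as a separate measure, by RT-qPCR. Since both treatments arrest and differentiate B16 cells, it proposes that Gm31932 may take part in this arrest and differentiation.

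**Figure D2:**
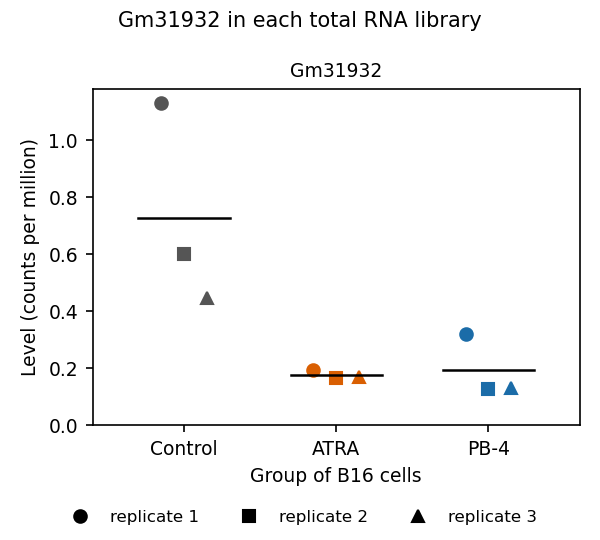
Gm31932 in each total RNA library (CPM), by replicate number; lines are the means of 3 libraries (0.726 in the control group, 0.177 with ATRA and 0.194 with PB-4).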

To further verify the role of lncRNA-Gm31932, we detected its localization by RNA FISH experiments. The results showed that lncRNA-Gm31932 is highly expressed in the cytoplasm of melanoma cells (Fig. 1J, K), indicating that it is mainly located in the cytoplasm of B16 cells.

### Silencing of lncRNA-Gm31932 induces melanoma B16 cell cycle arrest and differentiation

To explore the biological function of lncRNA-Gm31932, we used small interfering RNAs (siRNAs) to specifically inhibit the expression of lncRNA-Gm31932. We found that the three Gm31932 siRNAs could significantly inhibit the proliferation of B16 cells (Supplementary Fig. 2, Fig. 2A). Among them, siRNA-Gm31932-174 had the most obvious effect, and the inhibition rate reached 35.14% at 72 h. Therefore, siRNA-Gm31932-174 was selected and used for the subsequent experiments. The microscopic data revealed that siRNA-Gm31932-174 transfected B16 cells exhibited obviously morphological changes, including reduced cell density and increased cell volume (Fig. 2B). Meanwhile, the colony formation rate was significantly decreased (Fig. 2C, D), the melanin content and tyrosinase activity was significantly increased (Fig. 2E, F), which suggested that lncRNA-Gm31932 silencing could induce differentiation of B16 cells. Furthermore, flow cytometry data showed that the percentage of B16 cells transfected with siRNA-Gm31932-174 in S phase was slightly lower, but in G0/G1 phase was significantly higher than that of control cells (Fig. 2G, H). This result suggests that lncRNA-Gm31932 silencing can induce B16 cell cycle arrest at the G0/G1 phase. In addition, the short hairpin RNA (shRNA) vector which down-regulated lncRNA-Gm31932 was constructed, and the regulatory effect of shRNA-Gm31932 were examined. Consist with the result from siRNA-Gm31932-174, we also found that silencing of lncRNA-Gm31932 (shRNA-Gm31932) induced melanoma B16 cell cycle arrest and differentiation (Supplementary Fig. 3).

**Fig. 2:**
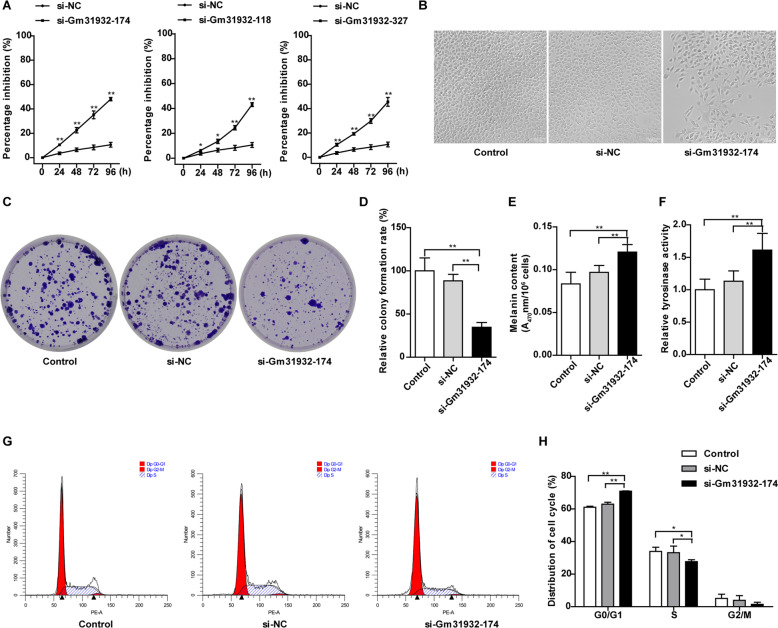
Effect of silencing lncRNA-Gm31932 on B16 cell cycle and differentiation. **A** The cell proliferation inhibition rate was detected by CCK-8 assay. **B** The effect of lncRNA-Gm31932 on morphological changes in B16 cells. **C** Representative images of cell colonies. **D** The colony formation inhibition rate. **E** Changes in the melanin content of B16 cells. **F** Changes in the tyrosinase activity in B16 cells. **G** The effect of lncRNA-Gm31932 on the B16 cell cycle was detected by flow cytometry. **H** Quantitative analysis of cell cycle distribution. *n* = 3. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01 compared with the corresponding control group by Student’s *t*-test.

### LncRNA-Gm31932-mediated ceRNA regulation depends on miR-344d-3-5p

Considering that lncRNA can be used as ceRNA to competitively bind to miRNA, we used DIANA-LncBase and Starbase 2.0 to analyze the binding of the differentially expressed miRNAs in both ATRA- and PB-4-treated group to lncRNA-Gm31932. In this analysis data, we found that miR-344d-3-5p could bind to lncRNA-Gm31932 (Supplementary Data 7). 

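miR-30e-3p, processed from a precursor of the miR-30 family that restrains several transcription factors, rose from 442 ± 44.7 to 1797 ± 200.1 CPM with ATRA (log2 fold change 1.99 ± 0.15, adjusted p = 2.2e-05, n = 3 per group), and miR-30e-5p rose from 5991 ± 1349 to 19600 ± 2441 CPM (1.68 ± 0.19, adjusted p = 8.3e-04). The miR-221/miR-222 cluster targets the CDK inhibitor p27: of its 4 members 3 rose, miR-222-3p (1.55 ± 0.19, adjusted p = 0.00109), miR-221-3p (1.42 ± 0.17, adjusted p = 0.00109) and miR-221-5p (1.50 ± 0.29, adjusted p = 0.0153), and 4 adjusted over the list alone (camera adjusted p = 3.2e-08, adjusted p = 0.297 with an estimated correlation and 0.0205 with fry). Of 11 members of the miR-322/miR-503 cluster, which targets cyclins of the G1 phase, 4 fell with ATRA, such as miR-503-5p (-1.15 ± 0.18, adjusted p = 0.00483) and miR-322-5p (-0.98 ± 0.18, adjusted p = 0.0137), and 5 adjusted over the list alone (camera adjusted p = 8.0e-04, adjusted p = 0.297 with an estimated correlation and 0.0328 with fry). With PB-4, miR-375-3p, a miRNA of neuroendocrine cells, rose from 0.835 ± 0.524 to 93.6 ± 13.6 CPM (6.90 ± 0.44, adjusted p = 5.6e-05), and miR-139-5p (4.50 ± 0.18, adjusted p = 4.6e-08) and miR-203-3p, a miRNA of differentiating skin (3.40 ± 0.19, adjusted p = 7.4e-07), rose. Of the 6 members of the growth-promoting miR-17-92 cluster 4 fell, such as miR-20a-5p (-0.82 ± 0.12, adjusted p = 8.5e-04) and miR-92a-3p (-0.79 ± 0.09, adjusted p = 1.5e-04), and also 4 adjusted over the list alone (camera adjusted p = 9.6e-04, adjusted p = 0.281 with an estimated correlation and 0.0297 with fry). In all, 25 miRNAs rose and 16 fell with ATRA, and 153 rose and 60 fell with PB-4. With library totals only the ATRA counts were 26 and 43, at a median log2 fold change of all miRNAs of -0.16, against -0.03 with TMM. With PB-4, DESeq2 called 144 up and 99 down. The median log2 fold change of all miRNAs with PB-4 was 0.16 with TMM and 0.04 with RLE size factors. The ATRA counts were 22 without control replicate 1 and 27 without control replicate 2, ATRA replicate 2 or ATRA replicate 3.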

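miR-344d-3-5p was a rare miRNA, at 1.56 ± 1.03 CPM in the control group, 5.87 ± 2.02 CPM with ATRA and 12.7 ± 2.26 CPM with PB-4 (n = 3 per group). It rose with PB-4 (log2 fold change 3.10 ± 0.43, adjusted p = 5.6e-04) and had 1.84 ± 0.49 with ATRA (adjusted p = 0.0758). The treated and control libraries did not overlap in either comparison, and an exact permutation test gave p = 0.1, the smallest value possible with 3 against 3 libraries. The study chose this miRNA on these samples, so this is not independent evidence. With ATRA it passed with DESeq2, with no filter on low counts, with all 9 libraries in one fit and with limma voom (adjusted p = 0.0361, 0.00161, 0.00904 and 0.0329, 0.00161 to 0.318 over its alternatives). Its gene, Mir344d-3, lies on chromosome 7 (61726249 to 61726328), among the other genes of the miR-344 family (61683124 to 62085310). Of 13 family members tested with PB-4, 8 rose and 5 did not pass (10 adjusted over the list alone), such as miR-344-3p, from 6.68 ± 1.30 to 133 ± 1.15 CPM (4.42 ± 0.18, adjusted p = 4.6e-08), and miR-344d-3p, from 15.3 ± 7.51 to 218 ± 37.4 CPM (3.94 ± 0.39, adjusted p = 0.00128). With ATRA miR-344d-3p rose (1.57 ± 0.36, adjusted p = 0.0497, 0.125 with library totals only, and 3.5e-09 to 0.247 over its alternatives) and the other 8 members tested did not pass (2 adjusted over the list alone). Camera gave adjusted p = 4.9e-08 with PB-4 and 0.00406 with ATRA, with adjusted p = 0.236 and 0.297 with an estimated correlation and 0.00151 and 0.0880 with fry. The list includes miR-344d-3-5p, so these tests are not fully independent of the study's choice either. Sites of miR-344d-3-5p in Gm31932 were not analysed here.

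**Figure D3:**
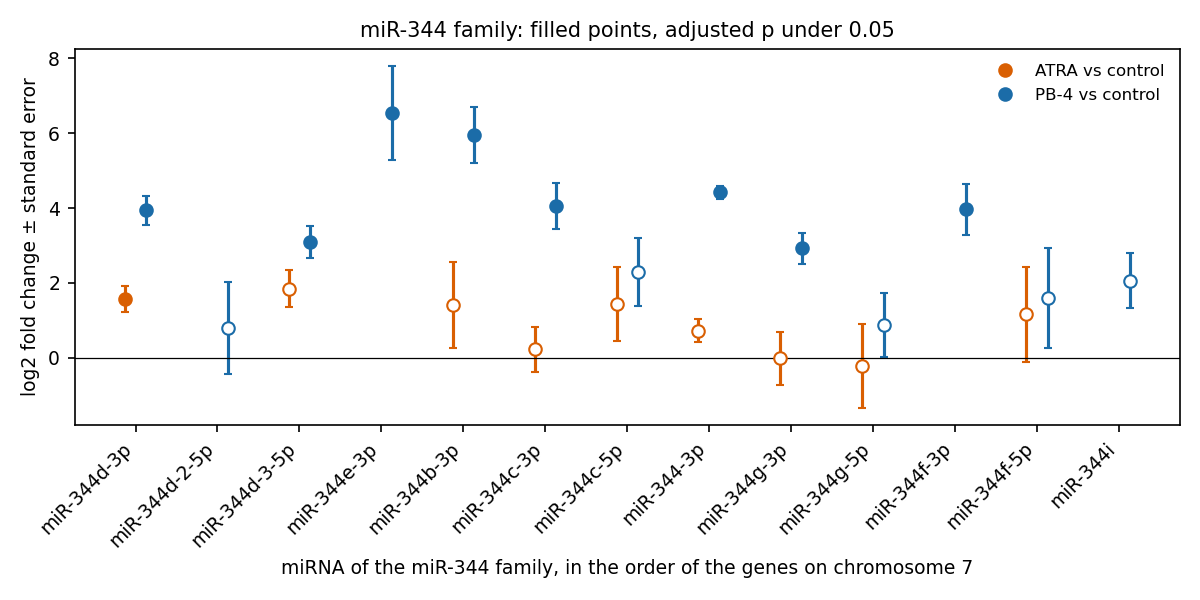
Log2 fold changes (± standard error, n = 3 libraries per group) of the miR-344 family against the control group, in the order of the genes on chromosome 7. Filled points passed adjusted p under 0.05: 8 of 13 with PB-4 and 1 of 9 with ATRA. miR-344d-3-5p had 3.10 with PB-4 and 1.84 with ATRA.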

Then, we constructed the wild-type and mutant luciferase reporter gene vectors of Gm31932 and co-transfected with miR-344d-3-5p mimic/miR-344d-3-5p mut. The luciferase assay showed that miR-344d-3-5p mimic significantly reduced the relative luciferase activity of Gm31932-WT-treated B16 cells, but did not affect that of Gm31932-MUT-treated B16 cells, suggesting that lncRNA-Gm31932 could bind to miR-344d-3-5p (Supplementary Fig. 4A, B, Fig. 3A). Additionally, RNA pull-down assay showed that the level of miR-344d-3-5p in the Gm31932 group was significantly higher than that in the control group and the Gm31932-AS group (Fig. 3B, C). The above experimental data show that lncRNA-Gm31932 acts as a sponge for miR-344d-3-5p. Moreover, silencing Gm31932 could promote the expression of miR-344d-3-5p, which is also consistent with the increased expression of miR-344d-3-5p in B16 cells treated with ATRA and PB-4 (Fig. 3D–F). We next explore whether lncRNA-Gm31932 regulates cell biological functions by sponging miR-344d-3-5p. The results showed that the miR-344d-3-5p inhibitor could reverse the inhibition of cell proliferation, morphological changes, and cell cycle arrest induced by lncRNA-Gm31932 (Fig. 3G–J). In summary, the above results suggested that lncRNA-Gm31932 could directly bind to miR-344d-3-5p and participate in B16 cell cycle arrest and differentiation.

**Fig. 3:**
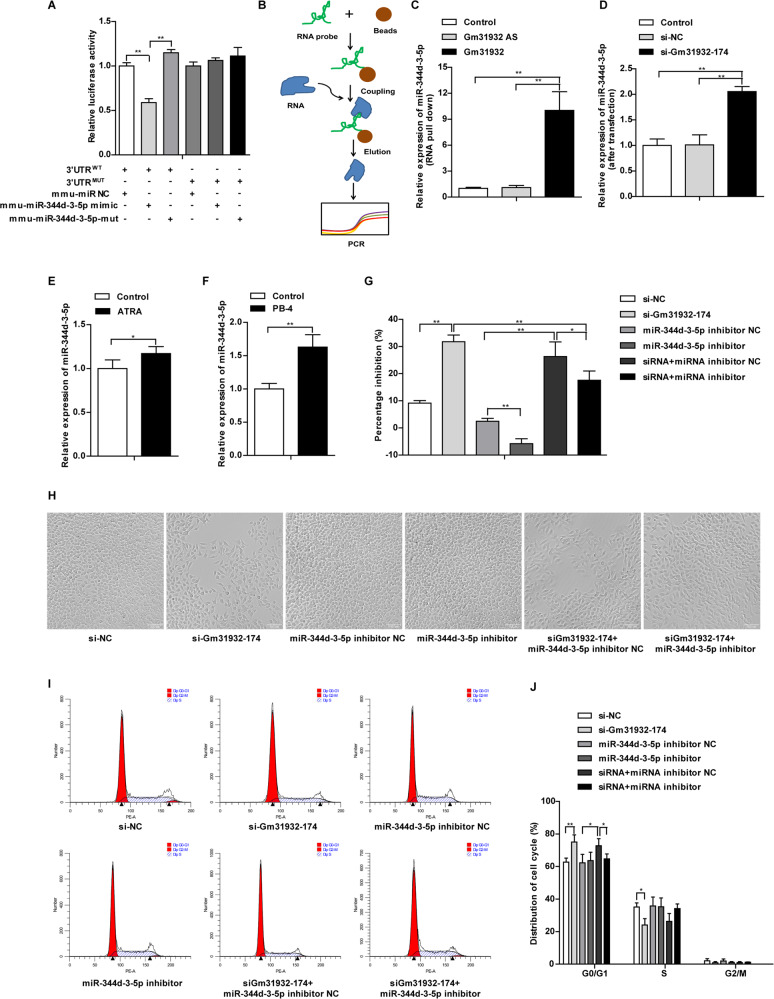
Relationship between lncRNA-Gm31932 and miR-344d-3-5p. **A** Relative luciferase activities of wild-type (WT) and mutated (MUT) reporter gene vectors of lncRNA-Gm31932 in B16 cells co-transfected with miR-344d-3-5p mimic/miR-344d-3-5p mut. **B** Principal flowchart of the RNA pull-down experiment. **C** The miR-344d-3-5p content, which was enriched from the cell lysate by RNA pull down, was detected by RT-qPCR. **D** The RNA expression level of miR-344d-3-5p was determined in lncRNA-Gm31932 silenced cells. **E**, **F** The mRNA expression of miR-344d-3-5p was detected in ATRA- or PB-4-treated B16 cells. **G** The rescue effect of the miR-344d-3-5p inhibitor on the growth inhibition of B16 cells mediated by silencing lncRNA-Gm31932 was determined by CCK-8 assay. **H** The rescue effect of miR-344d-3-5p inhibitor on the morphological changes of B16 cells mediated by silencing lncRNA-Gm31932 was observed using a microscope. **I** The rescue effect of miR-344d-3-5p inhibitor on the cell cycle arrest of B16 cells mediated by silencing lncRNA-Gm31932 was determined by flow cytometry. **J** Quantitative analysis of cell cycle distribution (*n* = 6). Data are presented as the mean ± SD, *n* = 3. *P < 0.05, **P < 0.01 compared with the corresponding control group by Student’s *t*-test.

### *Prc1* and *Nuf2* are target genes of miR-344d-3-5p

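Nuf2, which encodes a subunit of the Ndc80 complex that ties kinetochores to spindle microtubules, fell from 91.0 ± 18.8 CPM in the control group to 29.3 ± 3.50 CPM with ATRA (log2 fold change -1.64 ± 0.22, adjusted p = 0.0239) and 33.3 ± 11.5 CPM with PB-4 (-1.47 ± 0.31, adjusted p = 0.0148, n = 3 per group). Prc1, the gene of a protein that crosslinks microtubules of the spindle midzone in cytokinesis, fell from 177 ± 44.2 to 69.8 ± 20.1 CPM with PB-4 (-1.37 ± 0.29, adjusted p = 0.0164). With ATRA Prc1 was at 72.9 ± 9.63 CPM (-1.29 ± 0.24, adjusted p = 0.0508, 0.00737 with the replicate block, and 4.2e-09 to 0.270 over its alternatives). For both genes and both treatments the treated and control libraries did not overlap, and exact permutation gave p = 0.1, the smallest value possible. The study chose both genes on these samples, so this is not independent evidence. The median of the 62 other genes of G2/M and mitosis was -1.12 with ATRA and -1.34 with PB-4. Without control replicate 1, control replicate 2, ATRA replicate 1 or ATRA replicate 2, Nuf2 did not pass with ATRA (adjusted p = 0.133, 0.142, 0.167 and 0.110). With PB-4, Nuf2 (adjusted p = 0.0550 and 0.0638) and Prc1 (0.0601 and 0.0713) did not pass without control replicate 1 or 2. Without control replicate 3 or ATRA replicate 3, Prc1 passed with ATRA (adjusted p = 0.0168 and 0.0365). Prc1 lies on chromosome 7 (80294445 to 80316259) and Nuf2 on chromosome 1 (169497934 to 169531464). Sites of miR-344d-3-5p in these mRNAs were not analysed here.

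**Figure D4:**
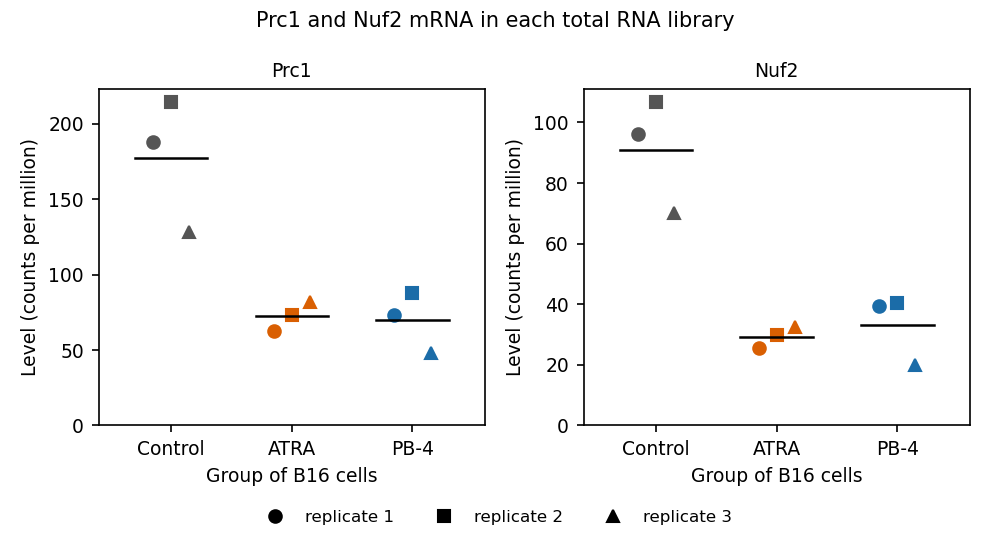
Prc1 and Nuf2 mRNA in each total RNA library (CPM), by replicate number; lines are the means of 3 libraries (Prc1 177, 72.9 and 69.8; Nuf2 91.0, 29.3 and 33.3 in the control, ATRA and PB-4 groups).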

Through integrative analysis of the sequencing data, we found that *Prc1* and *Nuf2* are potential target genes of miR-344d-3-5p (Supplementary Data 7). PRC1 is a chromatin-based gene transcription repressor [20]. As a key regulator of cell proliferation and apoptosis, PRC1 can act on a variety of tumors [21]. NUF2 is located on chromosome 1 q23.3 and is also plays a vital role in the occurrence of a variety of tumors [22, 23]. Therefore, we explored the validity of these results using the dual-luciferase reporter assay. The results showed that when the miR-344d-3-5p mimic was co-transfected with *Prc1*-WT or *Nuf2*-WT, luciferase activity was significantly reduced (Supplementary Fig. 4C–F, Fig. 4A, D). Western blotting showed that miR-344d-3-5p mimic obviously reduced the levels of PRC1 and NUF2 (Fig. 4E–H). Additionally, RT-qPCR data and western blotting showed that the mRNA and protein levels of PRC1 and NUF2 in B16 cells treated with ATRA or PB-4 were significantly lower than those of the control group (Fig. 4I–N). These results suggest that *Prc1* and *Nuf2* are direct target genes for miR-344d-3-5p.

**Fig. 4:**
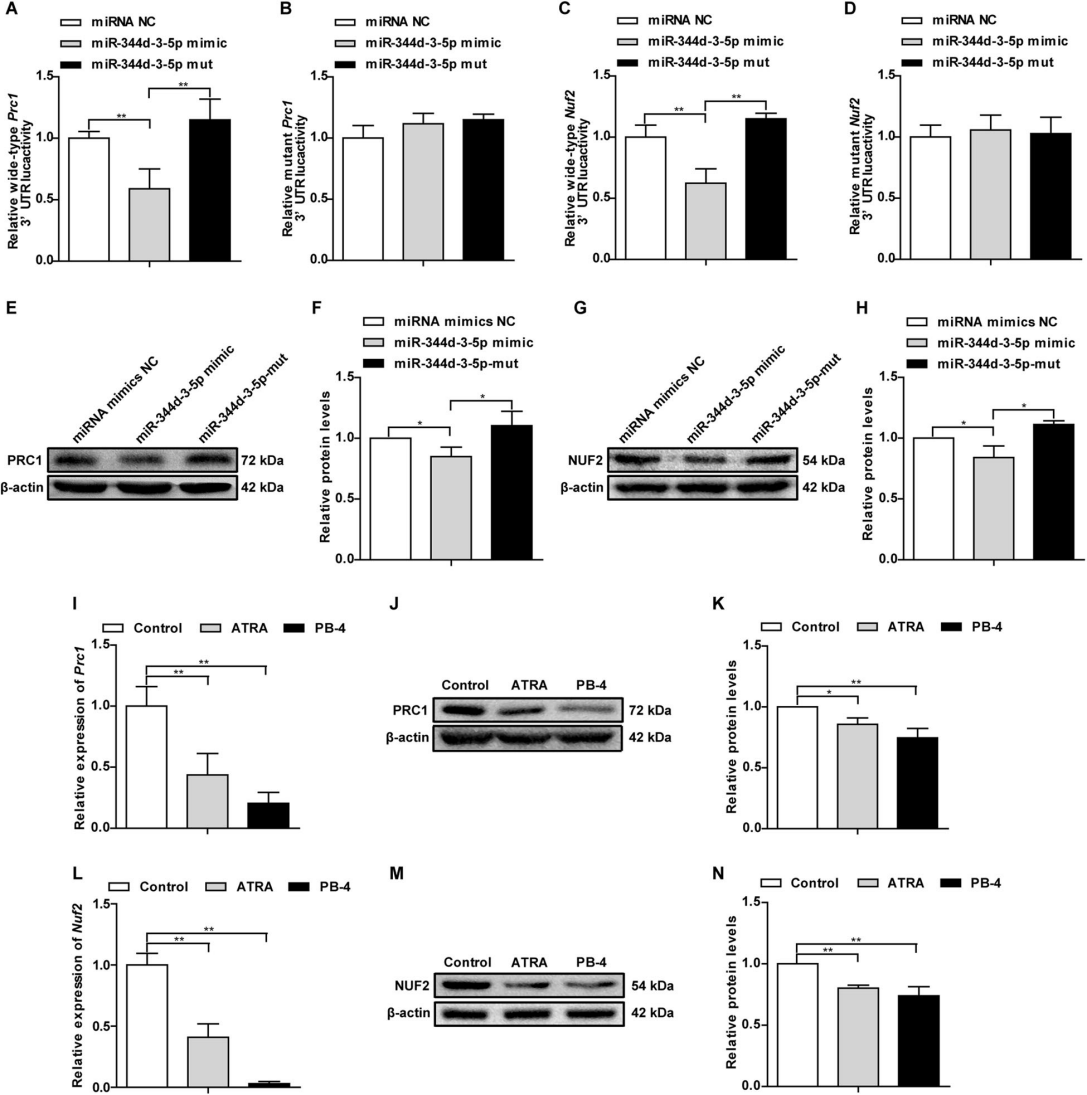
Relationship between miR-344d-3-5p and *Prc1* (and *Nuf2*). **A**, **B** Relative luciferase activities of wild type (WT) and mutated (MUT) *Prc1* reporter gene vectors in B16 cells co-transfected with miR-344d-3-5p mimic/miR-344d-3-5p mut. **C**, **D** Relative luciferase activities of wild-type (WT) and mutated (MUT) *Nuf2* reporter gene vectors in B16 cells co-transfected with miR-344d-3-5p mimics/miR−344d-3-5p mut. **E** PRC1 protein expression following transfection with miR-344d-3-5p mimics/miR-344d-3-5p mut. **F** Quantitative analysis of the protein level of PRC1 in miR-344d-3-5p mimics/miR-344d-3-5p mut-transfected B16 cells. **G** NUF2 protein expression when transfected with miR-344d-3-5p mimics/miR-344d-3-5p mut. **H** Quantitative analysis of the protein level of NUF2 in miR-344d-3-5p mimics/miR-344d-3-5p mut-transfected B16 cells. **I** Quantitative analysis of the mRNA level of *Prc1* in B16 cells after treated with ATRA and PB-4 by RT-qPCR. **J** PRC1 protein expression in B16 cells after treatment with ATRA and PB-4. **K** Quantitative analysis of the protein level of PRC1 in B16 cells following treatment with ATRA and PB-4. **L** Quantitative analysis of the mRNA level of *Nuf2* in B16 cells after treatment with ATRA and PB-4 by RT-qPCR. **M** NUF2 protein expression in B16 cells after treatment with ATRA and PB-4. **N** Quantitative analysis of the protein level of NUF2 in B16 cells after treatment with ATRA and PB-4. *n* = 3. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01 compared with the corresponding control group by Student’s *t*-test.

### PRC1- and NUF2-associated pathways are regulated by lncRNA-Gm31392

We next further investigated the relationship between lncRNA-Gm31932 and PRC1/NUF2 in B16 cells. The data demonstrated that silencing lncRNA-Gm31932 significantly inhibited the expression of PRC1 and NUF2 (Fig. 5A–F). Combined with previous reports showing that PRC1 and NUF2 can cause cell cycle arrest [21, 24], we tested the expression levels of cycle-related proteins. Our results showed that the levels of cycle-related proteins CDK2, CDC2, and Cyclin B1 decreased after silencing lncRNA-Gm31932, while the levels of P21 and P27 increased (Fig. 5G–J). Moreover, because PRC1 is a key component in the activation of the Wnt/β-catenin pathway [25], we also examined the levels of WNT1 and β-catenin. The results showed that the levels of WNT1 and β-catenin were also decreased when lncRNA-Gm31932 was silenced (Fig. 5K, L). Taken together, these results imply that lncRNA-Gm31932 regulates the levels of cycle-related proteins and Wnt/β-catenin pathway molecules via the miR-344d-3-5p/PRC1 (and NUF2) axis, thereby inducing B16 cell cycle arrest and differentiation.

**Fig. 5:**
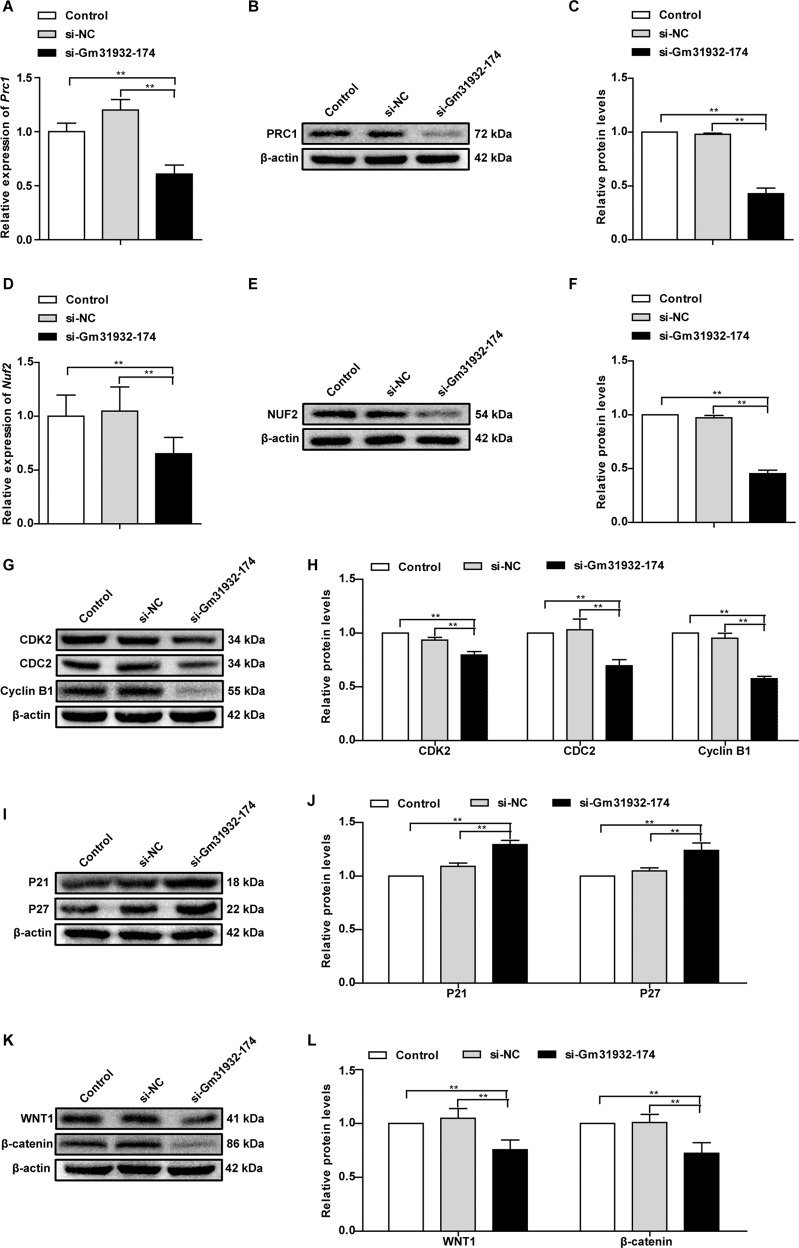
Effect of silencing lncRNA-Gm31932 on PRC1- and NUF2-associated pathways. **A** Quantitative analysis of the mRNA level of *Prc1* in B16 cells after silencing lncRNA-Gm31932 by RT-qPCR. **B** PRC1 protein expression in B16 cells after silencing lncRNA-Gm31932. **C** Quantitative analysis of the protein level of PRC1 after silencing lncRNA-Gm31932. **D** Quantitative analysis of the mRNA level of *Nuf2* in B16 cells after silencing lncRNA-Gm31932 by RT-qPCR. **E** NUF2 protein expression in B16 cells after silencing lncRNA-Gm31932. **F** Quantitative analysis of the protein level of NUF2 after silencing lncRNA-Gm31932. **G** Western blotting for CDK2, CDC2, and Cyclin B1 in B16 cells after transfection with siRNA-Gm31932-174. **H** Quantitative analysis of the protein levels of CDK2, CDC2, and Cyclin B1 in B16 cells after transfection with siRNA-Gm31932-174. **I** Western blotting of P21 and P27 in B16 cells after transfection with siRNA-Gm31932-174. **J** Quantitative analysis of the protein level of P21 and P27 in B16 cells after transfection with siRNA-Gm31932-174. **K** Western blotting of WNT1 and β-catenin in B16 cells after transfection with siRNA-Gm31932. **L** Quantitative analysis of the protein level of WNT1 and β-catenin in B16 cells after transfection with siRNA-Gm31932. *n* = 3. Data are presented as the mean ± SD. **P < 0.01 compared with the corresponding control group by one-way ANOVA followed by the Dunnett correction.

### Silencing of lncRNA-Gm31932 inhibits melanoma growth

Next, a tumor xenograft experiment was performed to verify whether lncRNA-Gm31932 can inhibit melanoma growth in mice. To this end, siRNA-Gm31932-174 was injected into mouse tumors by intratumoral injection. Our results showed that the tumor volume and weight of mice in the siRNA-Gm31932-174 treated group was significantly smaller than that of the control and siRNA-NC groups (Fig. 6A, B, Supplementary Fig. 5). Immunohistochemical staining showed that the expression of Ki-67 in tumor tissues in the siRNA-Gm31932-174 treated group was significantly reduced (Fig. 6C). Moreover, RT-qPCR data showed that the level of lncRNA-Gm31932 in tumor tissues was decreased, while that of miR-344d-3-5p was increased in the siRNA-Gm31932-174 treated group (Fig. 6D, E). Additionally, we found that the melanin content and tyrosinase activity of the tumor tissues in the siRNA-Gm31932-174 treated group were significantly higher than those in the control and siRNA-NC groups (Fig. 6F, G).

**Fig. 6:**
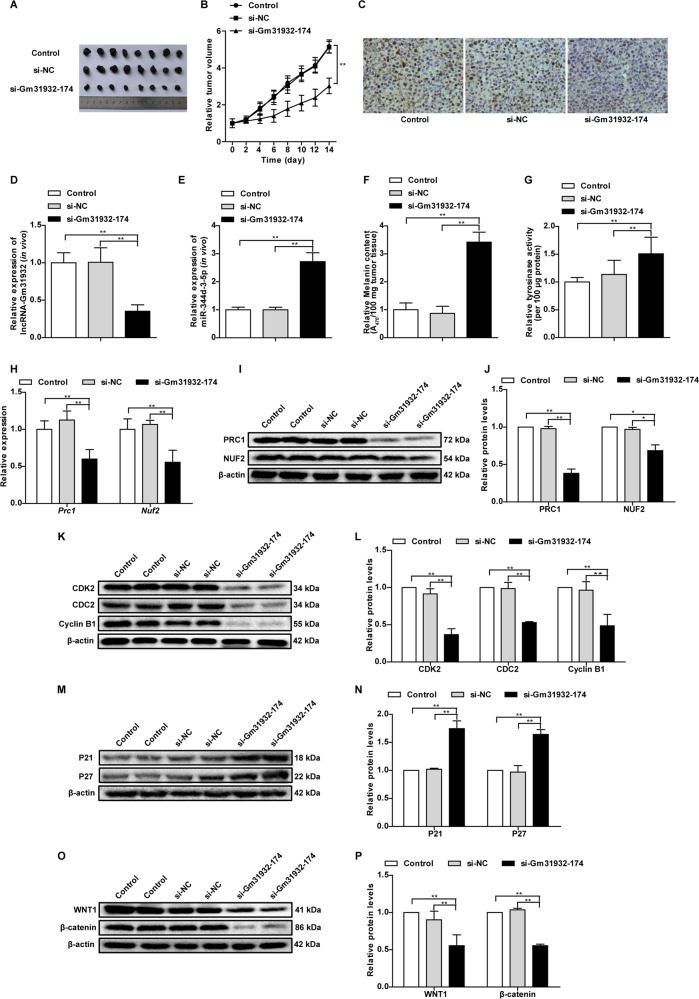
Effect of silencing lncRNA-Gm31932 on tumor growth and size. **A** Representative images of tumor morphology. **B** Data analysis of tumor volume. **C** Representative IHC staining of Ki-67 expression in tumors. **D** Quantitative expression analysis of lncRNA-Gm31932 in tumors by RT-qPCR. **E** Quantitative expression analysis of miR-344d-3-5p in tumors by RT-qPCR. **F** Changes in the melanin content of tumors. **G** Changes in the tyrosinase activity of tumors. **H** Quantitative expression analyses of *Prc1* and *Nuf2* in tumors by RT-qPCR. **I** The protein levels of PRC1 and NUF2 in tumors were determined by western blot. **J** Quantitative analysis of the protein levels of PRC1 and NUF2 in tumors. **K** Western blotting for CDK2, CDC2, and Cyclin B1 in tumors. **L** Quantitative analysis of protein levels of CDK2, CDC, and Cyclin B1 in tumors. **M** Western blotting of P21 and P27 in tumors. **N** Quantitative analysis of the protein level of P21 and P27 in tumors. **O** Western blotting for WNT1 and β-catenin in tumors. **P** Quantitative analysis of the protein level of WNT1 and β-catenin in tumors. *n* = 8. Data are presented as the mean ± SD. *P < 0.05, **P < 0.01 compared with the corresponding control group by Student’s *t*-test.

Next, we detected the levels of PRC1 and NUF2 through RT-qPCR, western blotting and Immunohistochemical, and found that the expression of PRC1 and NUF2 in the tumor tissues of the siRNA-Gm31932-174 treated group was significantly reduced (Fig. 6H–J, Supplementary Fig. 7), which reconfirmed the results of in vitro experiments. Similarly, the levels of CDK2, CDC2, and Cyclin B1 protein in the siRNA-Gm31932-174 treated group were significantly decreased, while the levels of P21 and P27 were increased (Fig. 6K–N). Moreover, the levels of Wnt1 and β-catenin in the tumor tissues of the siRNA-Gm31932-174 treated group were significantly lower compared to those of the control group and the siRNA-NC group (Fig. 6O, P). These results further suggest that silencing lncRNA-Gm31932 can inhibit melanoma growth through the miR-344d-3-5p/*Prc1* (and *Nuf2*) axis.

## Discussion

Melanoma plays a key role in deaths associated with skin cancer [26], and the number of patients with malignant melanoma continues to increase worldwide [27]. Therefore, it is urgent to establish effective therapeutic targets and methods for the treatment of melanoma. Considering that one of the main characteristics of malignant tumor cells is the low degree of differentiation, elucidating the molecular mechanism that induces the differentiation of melanoma is of great significance for differentiation therapy. Extensive research has demonstrated that different lncRNA expression patterns can regulate the cell cycle, proliferation, and differentiation [28]. For example, lncRNA-PCAT1 negatively regulates miR-145-5p to promote osteogenic differentiation [29], while LncRNA-TUG1 can promote osteogenic differentiation of various cells, including TSPCs by promoting bFGF ubiquitination [30]. In this study, we performed whole-transcriptome sequencing analysis on B16 cells treated with ATRA and PB-4, and screened the lncRNAs that were up- or down-regulated in the two groups. Our results showed that lncRNA-Gm31932 may be involved in the differentiation and cycle arrest of B16 cells induced by ATRA and PB-4. Further research found that lncRNA-Gm31932 is mainly distributed in the cytoplasm of B16 cells, and silencing the expression of lncRNA-Gm31932 can inhibit cell proliferation, induce B16 cell differentiation and cycle arrest.

Many studies have shown that lncRNAs and miRNAs can interact, cross-regulate, and participate in the field of oncology. Moreover, studies have shown that LncRNA-MEG3 can promote the growth, metastasis, and formation of melanoma by regulating the miR-21/E-cadherin axis [31]. Considering that lncRNA can be used as a ceRNA to competitively bind to miRNA, we further searched and verified miRNAs that can bind to lncRNA-Gm31932. According to the combined analysis of the whole transcriptome sequencing results, dual luciferase reporter assay, and RNA pull-down assay, we found that lncRNA-Gm31932 can bind to miR-344d-3-5p. This result indicates that lncRNA-Gm31932-mediated ceRNA regulation is dependent on miR-344d-3-5p.

LncRNAs and miRNAs play an important regulatory role in cell proliferation and cell cycle through transcription or post-transcription targeting their mRNAs [32]. Therefore, we further explored the downstream molecules of lncRNA-Gm31932/miR-344d-3-5p involved in cell cycle arrest and differentiation of B16 cells. Through the combined analysis of the sequencing data, and a series of experiments, including dual luciferase reporter analysis, RT-qPCR, and western blot, we found that *Prc1* and *Nuf2* are potential target genes of miR-344d-3-5p. These results were consistent with the changes of *Prc1* and *Nuf2* expression in B16 cells treated with ATRA and PB-4. Additionally, after silencing lncRNA-Gm31932, the expression of PRC1 and NUF2 was significantly decreased. Considering the above research results comprehensively, PRC1 and NUF2 may act as downstream molecules of lncRNA-Gm31932/miR-344d-3-5p and participate in the induction of B16 cell cycle arrest and differentiation.

PRC1 is considered a substrate of a variety of cyclin dependent kinases (CDKs), and many cell-cycle related factors can interact with PRC1. For example, TOPK can form a kinase-substrate complex with CDK1 (also known as CDC2)/Cyclin B1 and PRC1 on the microtubules during mitosis, thereby enhancing the CDK1/Cyclin B1-dependent phosphorylation of PRC1, and strongly promoting cytokinesis [33]. Moreover, studies have confirmed that the Linc-ASEN-UPF1 complex inhibits p21 transcription by recruiting PRC1 and PRC2 to the P21 site, thereby preventing the binding of the transcription activator P53 to the P21 promoter [34]. Other studies have shown that P27 may participate in the regulation of mitotic processes in a CDK-independent manner by regulating PRC1 activity [35]. The results of these previous studies are consistent with our experimental results. We found that silencing the expression of lncRNA-Gm31932 in B16 cells can inhibit the expression of PRC1 and inhibit the proliferation of B16 cells. Moreover, the cell cycle was arrested in the G0/G1 phase, and the expression levels of cycle-related proteins CDK2, CDC2, and Cyclin B1 were decreased, while those of P21 and P27 were increased.

Additionally, it has been reported that silencing the expression of *Prc1* can inhibit the Wnt/β-catenin signaling pathway, inhibit the proliferation, invasion, and angiogenesis of retinoblastoma cells [36]. Considering that the Wnt/β-catenin signaling pathway is also closely related to cell differentiation, we detected the expression of WNT1 and β-catenin, and found that silencing lnRNA-Gm31932 in B16 cells significantly reduced the expression of WNT1 and β-catenin. Taken together, these experimental results indicate that lncRNA-Gm31932 can participate in the regulation of B16 cell cycle arrest and differentiation by inhibiting the expression of PRC1.

Furthermore, the expression of NUF2 is closely related to the occurrence and development of tumors. According to previous reports, silencing *Nuf2* by RNA interference can inhibit the proliferation of pancreatic cancer cells and cause cell cycle arrest in the G0/G1 phase by inhibiting Cyclin B1, CDC2, and Cdc25A [24]. Additionally, inhibiting the expression of *Nuf2* can slow down the growth of glioma, liver cancer, colorectal cancer, and gastric cancer [23, 37, 38]. Moreover, down-regulating the expression of *Nuf2* in Saos-2 cells will result in a significant increase in the levels of cyclin-dependent kinase inhibitors p21cip1 and p27kip1 [39]. These reports are consistent with the results of this experiment, indicating that lncRNA-Gm31932 can participate in the regulation of B16 cell cycle arrest and differentiation by inhibiting the expression of *Nuf2*. Considering that reducing the expression of PRC1 and NUF2 can inhibit the proliferation of melanoma B16 cells, induce cell cycle arrest, and increase melanin content and tyrosinase activity. We believe that PRC1 and NUF2 can be used as targets for the treatment of melanoma.

The results of our in vivo experiment were consistent with those of the in vitro experiment. Silencing lncRNA-Gm31932 not only inhibits the growth and size of tumors, but also increase the melanin content and tyrosinase activity in tumor tissues. Additionally, the expression of lncRNA-Gm31932, miR-344d-3-5p, PRC1, NUF2, cycle-related proteins, and Wnt/β-catenin pathway-related proteins in tumor tissues is consistent with the in vivo experiments. However, there is a limitation to this study. The species conservation of Gm31932 between human and mouse species were analyzed, and we found that the conservation of the lncRNA-Gm31932 sequence is poor. Subsequently, we examined the regulatory effect of Prc1 and Nuf2 in human melanoma A375 cells, respectively. The data showed that silencing of Prc1 and silencing of Nuf2 both inhibited cell proliferation, cell colony formation and induced cell differentiation in A375 cells (Supplementary Fig. 6A–G). Furthermore, silencing of Nuf2 also induced A375 cell cycle arrest at the G0/G1 phase (Supplementary Fig. 6H, I). Based on the above data, PRC1 and NUF2 could be used as targets for the clinical treatment of melanoma. Taken together, all the above results confirmed that as a possible signaling pathway for ATRA and PB-4, lncRNA-Gm31932 can induce cell cycle arrest and differentiation via miR-344d-3-5p/*Prc1* (and *Nuf2*) axis, and provide a new direction for future research.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figure Legends

Reporting Summary aj-checklist

Figure 4 WB Supplementary materials

Figure 5 WB Supplementary materials

Figure 6 WB Supplementary materials

Supplementary Table 1

Supplementary Table 2

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

## Data Availability

Raw and normalized data files for whole transcriptome sequencing analysis have been deposited in the NCBI Gene Expression Omnibus under accession number GSE180667.

# Supplementary material for: A noncoding regulatory RNA Gm31932 induces cell cycle arrest and differentiation in melanoma via the miR-344d-3-5p/Prc1 (and Nuf2) axis
**Source:** Cell Death Dis. 2022 Apr 7;13(4):314. doi: 10.1038/s41419-022-04736-6
**Supplement:** Supplementary file 1 — Supplementary Figure Legends

**Supplementary Figure 1. Effect of ATRA and PB-4 on B16 cells.** (A) Representative images of cell colonies after ATRA treatment. (B) Colony formation inhibition rate after ATRA treatment. (C) Representative images of cell colonies after PB-4 treatment. (D) The colony formation inhibition rate after PB-4 treatment. (E) Effect of ATRA on morphological changes in B16 cells. (F) Effect of PB-4 on morphological changes in B16 cells. (G) ATRA-treated cells were harvested to measure the cell cycle distribution by ﬂow cytometry. (H) Quantitative analysis of the cell cycle distribution after ATRA treatment. (I) PB-4-treated cells were harvested to measure the cell cycle distribution by ﬂow cytometry. (J) Quantitative analysis of cell cycle distribution after PB-4 treatment. (K) Changes in the melanin content of B16 cells after ATRA treatment. (L) Changes in the melanin content of B16 cells after PB-4 treatment. (M) Changes in the tyrosinase activity of B16 cells after ATRA treatment. (N) Changes in the tyrosinase activity of B16 cells after PB-4 treatment. n=3. Data are presented as the mean ± SD. ***P* < 0.01 compared with the corresponding control group by Student’s t test.

**Supplementary Figure 2. Representative pictures of B16 cells transfected with siRNAs.** 5 carboxy-fluorescein (FAM) was used to label siRNA, and 6 hours after transfection with siRNAs, B16 cells were observed under the microscope (si-NC, si-Gm31931-174, Gm31931-118, Gm31931-327).

**Supplementary Figure 3. Effect of shRNA-Gm31932 on B16 cell cycle and differentiation.** (A) The mRNA expression of lncRNA-Gm31932 was detected in shRNA-treated B16 cells. (B) The cell proliferation inhibition rate was detected by CCK-8 assay. (C) The effect of shRNA-Gm31932 on morphological changes in B16 cells. (D) Representative images of cell colonies. (E) The colony formation inhibition rate. (F-G) Changes in the melanin content and the tyrosinase activity of B16 cells. (H) The effect of shRNA-Gm31932 on the B16 cell cycle was detected by flow cytometry. (I) Quantitative analysis of cell cycle distribution. n=3. Data are presented as the mean ± SD. **P* < 0.05, ***P* < 0.01 compared with the corresponding control group by Student’s t test.

**Supplementary Figure 4. Design of binding sites and sequences of lncRNA-Gm31932, miR-344d-3-5p, PRC1, and NUF2.** (A) Prediction of the binding site of miR-344d-3-5p and Gm31932 3'UTR region. (B) Sequence design of Gm31932 3'UTR, Gm31932 3'UTR-Mut, miR-344d-3-5p mimics, and miR-344d-3-5p mut. (C) Prediction of the binding site of miR-344d-3-5p and *Prc1* 3'UTR region. (D) Sequence design of *Prc1* 3'UTR, *Prc1* 3'UTR-Mut, miR-344d-3-5p mimic, and miR-344d-3-5p mut. (E) Prediction of the binding site of miR-344d-3-5p and *Nuf2* 3'UTR region. (F) Sequence design of *Nuf2* 3'UTR, *Nuf2* 3'UTR-Mut, miR-344d-3-5p mimic, and miR-344d-3-5p mut.

**Supplementary Figure 5**. **Effect of silencing lncRNA-Gm31932 on tumor growth.** Data analysis of tumor mass.

**Supplementary Figure 6**. **Effect of silencing PRC1 and NUF2 on A375 cell cycle and differentiation.** (A) Quantitative analysis of the mRNA level of *Prc1* and *Nuf2* in A375 cells after silencing Prc1 or Nuf2 by RT-qPCR. (B) The cell proliferation inhibition rate was detected by CCK-8 assay. (C) The effect of siRNA-PRC1 and siRNA-NUF2 on morphological changes in A375 cells. (D) Representative images of cell colonies. (E) The colony formation inhibition rate. (F-G) Changes in the melanin content and the tyrosinase activity in A375 cells. (H) The effect of siRNA-PRC1 and siRNA-NUF2 on the A375 cell cycle was detected by flow cytometry. (I) Quantitative analysis of cell cycle distribution. n=3. Data are presented as the mean ± SD. **P* < 0.05, ***P* < 0.01 compared with the corresponding control group by Student’s t test.

**Supplementary Figure 7. Effect of silencing lncRNA-Gm31932 on PRC1 and NUF2.** Representative IHC staining of Prc1 and Nuf2 expression in tumors.

# Supplementary material for: A noncoding regulatory RNA Gm31932 induces cell cycle arrest and differentiation in melanoma via the miR-344d-3-5p/Prc1 (and Nuf2) axis
**Source:** Cell Death Dis. 2022 Apr 7;13(4):314. doi: 10.1038/s41419-022-04736-6
**Supplement:** Supplementary file 6 — Supplementary Table 1

| Supplementary Table 1   \| **LncRNAs, miRNAs, mRNAs analysis data list** \| \| \| \| \| --- \| --- \| --- \| --- \| \|  \| lncRNAs \| miRNAs \| mRNAs \| \| ATRA *vs* Control \| 102 \| 24 \| 761 \| \| PB *vs* Control \| 306 \| 105 \| 2567 \| \| Commom molecule \| 33 \| 8 \| 393 \|   Supplementary Table 2  **Sequences used in RNA transfection** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| siRNA |  |  |
| lncRNA-Gm31932-118 | Sense | 5' -GGAUUAUCACAGAAAUAUACA- 3' |
| lncRNA-Gm31932-118 | Anti-sense | 5' -UAUAUUUCUGUGAUAAUCCAG- 3' |
| lncRNA-Gm31932-327 | Sense | 5' -AGAUGAUGAGAAUCAAUAACC- 3' |
| lncRNA-Gm31932-327 | Anti-sense | 5' -UUAUUGAUUCUCAUCAUCUUU- 3' |
| lncRNA-Gm31932-174 | Sense | 5' -GGCAAUGUUUGCUUGUUCAGA- 3' |
| lncRNA-Gm31932-174  Prc1  Prc1  Nuf2  Nuf2 | Anti-sense  Sense  Anti-sense  Sense  Anti-sense | 5' -UGAACAAGCAAACAUUGCCUG- 3'  5' -GGAUAUGAUGAUUGCUGAAGA- 3'  5' -UUCAGCAAUCAUCAUAUCCAG- 3'  5' -GAGAAGUUAAAGAAUUAUAAA- 3'  5' -UAUAAUUCUUUAACUUCUCUG- 3' |
| NC | Sense | 5' -UUCUCCGAACGUGUCACGUTT- 3' |
| NC | Anti-sense | 5' -ACGUGACACGUUCGGAGAATT- 3' |
| miRNA |  |  |
| mmu-miR-344d-3-5p mimic | Sense | 5' -AGUCAGGCUAGUGGUUAUACUCC- 3' |
| mmu-miR-344d-3-5p mimic | Anti-sense | 5' -GGAGUAUAACCACUAGCCUGACU- 3' |
| miRNA mimic NC | Sense | 5' -UCACAACCUCCUAGAAAGAGUAGA- 3' |
| miRNA mimic NC | Anti-sense | 5' -UACUCUUUCUAGGAGGUUGUGAUU- 3' |
| mmu-miR-344d-3-5p inhibitor |  | 5' -GGAGUAUAACCACUAGCCUGACU- 3' |
| miRNA inhibitot NC |  | 5' -UCUACUCUUUCUAGGAGGUUGUGA- 3' |

Supplementary Table 3

Primers used in this study

| mouse Gm31932 | Forward | GGTAGCTGGAGACAGGCAA |
| --- | --- | --- |
| mouse Gm31932 | Reverse | TCTGAAGTGGAACAGGGGT |
| mouse Gm9939 | Forward | TTCACTTTCTGCGGGATTG |
| mouse Gm9939 | Reverse | TCGGACGAGGACGTTTGGT |
| mouse Gm31365 | Forward | CCGCCCTAATATCCCCATC |
| mouse Gm31365 | Reverse | GTCTCAACCTTCACCCGCA |
| mouse Gm32403 | Forward | GCAGGTGCACTGAACACA |
| mouse Gm32403 | Reverse | CAGCAACACTTCGCATAAA |
| mouse Gm33085 | Forward | TTTCCCTGTGAGTTAGTCTTTG |
| mouse Gm33085 | Reverse | TTGTGTATTTTCCCCCCTTC |
| mouse Gm36355 | Forward | AGAAAGGCATACAATGAAGGG |
| mouse Gm36355 | Reverse | GAGAAGTGGGAGACCAGAAAA |
| mouse Gm36569 | Forward | AAAGTGCTTCCATTGCCCT |
| mouse Gm36569 | Reverse | CCCTTCTCTGAGATTCCCC |
| mouse Gm36673 | Forward | GAATAGAGGGTAGGCGATTGC |
| mouse Gm36673 | Reverse | TTTTCTGTGCTTGACTGGTGA |
| mouse Gm38621 | Forward | CAGGTCCGTGAGTCGGTTA |
| mouse Gm38621 | Reverse | TGTGTGTGTGCTGGTTTGG |
| mouse Gm39215 | Forward | CCCCCTGGATGTGTTCTTA |
| mouse Gm39215 | Reverse | GCTCCTGTTTGCCTGATTG |
| mouse Gm41056 | Forward | TTTGAGTTTGAGCACAGTGGT |
| mouse Gm41056 | Reverse | AAGAGGGTGGTAGAAGATAGGA |
| mouse PRC1 | Forward | CAGATGAGTCTATCACATGCCTG |
| mouse PRC1 | Reverse | CCTCGGTTCTTTGTAGCCTCT |
| mouse NUF2 | Forward | TCCCCAGATACAATGTAGCTGA |
| mouse NUF2 | Reverse | CCGGACTCCATACACTAACTGT |
| mouse GAPDH | Forward | AGGTCGGTGTGAACGGATTTG |
| mouse GAPDH  human PRC1  human PRC1  human NUF2  human NUF2  human GAPDH  human GAPDH | Reverse  Forward  Reverse  Forward  Reverse  Forward  Reverse | TGTAGACCATGTAGTTGAGGTCA  ATCACCTTCGGGAAATATGGGA  TCTTTCTGACAGACGGATATGCT  GGAAGGCTTCTTACCATTCAGC  GACTTGTCCGTTTTGCTTTTGG  ACAACTTTGGTATCGTGGAAGG  GCCATCACGCCACAGTTTC |

Supplementary Table 4

**FISH probes**

| mouse Gm31932 | 5'-TG*TG*TG*AGTCCCAGATATCGGGACTCA*C*A*G-3' |
| --- | --- |
| mouse 18s rRNA | 5'-T*AT*G*CTACCTGGCAGGATCAACCG*A*G*T-3' |

# Supplementary material for: A noncoding regulatory RNA Gm31932 induces cell cycle arrest and differentiation in melanoma via the miR-344d-3-5p/Prc1 (and Nuf2) axis
**Source:** Cell Death Dis. 2022 Apr 7;13(4):314. doi: 10.1038/s41419-022-04736-6
**Supplement:** Supplementary file 7 — Supplementary Table 2

**Raw data for Figure 1G**

| **Groups** | **CT** |
| --- | --- |
| GAPDH | 14.67±0.41 |
| Gm31932 | 17.51±1.74 |
| Gm9939 | 22.26±1.13 |
| Gm31365 | 24.14±1.22 |
| Gm32403 | 21.53±1.97 |
| Gm33085 | 28.27±5.08 |
| Gm36355 | 22.81±2.10 |
| Gm36569 | 21.06±1.55 |
| Gm36673 | 22.13±1.50 |
| Gm38621 | 22.31±1.27 |
| Gm39215 | 25.09±1.45 |
| Gm41056 | 18.75±1.05 |

How the deposited data were processed for this re-analysis (not part of the article)

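Total RNA and miRNA were measured in B16 cells of a control group, an ATRA-treated group and a PB-4-treated group, with 3 libraries per group and assay (18 libraries). The sample labels give B16 as the cell line but skin as the source. They were taken as B16 cells, as in the paper, and the dose and duration of treatment of the sequenced cultures are not given in the sources used here. The authors deposited tables of raw counts per gene and per mature miRNA, in whole numbers and without normalization; the values used here are these counts. By the submitters' processing notes total RNA reads were aligned with HISAT2 2.0.4 and miRNA reads with BWA (version not given) to GRCm38; the counter, annotation and strand are not given in the sources used here. Of 46095 genes in the total RNA table, 27 whose names had turned into dates (0.214 to 0.260% of the counts) were left out. Names were matched to the reference genes by symbol (41483), synonym (1031) or gene number (2152), and 1402 were not matched (0.222 to 0.310% of the counts). The reference gave the class of 11175 lncRNAs and 21587 protein-coding genes. The miRNA table held 1978 mature miRNAs.

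Total RNA depth was 17006638 to 32633226 counts per library in the control group (median 27126628), 12632669 to 36176443 with ATRA (30542892) and 13928215 to 35832073 with PB-4 (23805191). miRNA depth was 3838621 to 5873682 (5825798), 4409869 to 6856229 (6382462) and 4214693 to 6609053 (5130249). The top 10 genes held 6.10 to 8.16% of total RNA counts and 50.9 to 54.3% of miRNA counts. Comparisons of 2 groups were made with edgeR 4.0.16 (quasi-likelihood fit, robust, TMM factors) in R 4.3.3, over genes with at least 10 counts summed over the libraries of the fit, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of an edgeR log2 fold change was taken as the absolute fold change divided by the square root of the F statistic of its test. CPM used TMM factors over all 9 libraries of the assay. lncRNAs, mRNAs and miRNAs were also counted at 2-fold. Alternatives were DESeq2 1.42.0, edgeR with RLE size factors, library totals only, no filter on low counts, filterByExpr, all 9 libraries in one fit, the replicate number as a block, limma voom with sample quality weights (limma 3.58.1) and leaving out each library in turn; these choices, the gene lists and the rule for named genes were made before the data were examined. The fits were tested on simulated data, with known changes added to genes of higher counts only, where 3 to 7 of 75 to 141 calls were false.

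Whether replicate numbers pair samples was checked by the correlation of deviations of same-numbered libraries: it was 0.455 to 0.765 in total RNA, above the threshold of 0.1, so the blocked value is given beside results that it changes, and -0.688 to 0.531 in miRNA, where numbers were taken not to pair. In total RNA, replicates 1 and 2 of different groups correlated across numbers too (0.376 to 0.634, against 0.455 to 0.649 with the same number), and replicate 3 with either at -0.730 to -0.494, so the check sets replicate 3 apart and leaves open whether 1 and 2 mark pairs. In miRNA, libraries of different numbers ran from -0.362 (control replicate 2 with PB-4 replicate 3) to 0.698 (ATRA replicate 3 with PB-4 replicate 2). Some miRNA libraries of different groups thus shared deviations that the numbers do not mark. No 2 libraries were duplicates (chi-square per degree of freedom 14.0 to 168 in total RNA and 27.5 to 120 in miRNA). Named genes are those that the paper names, the 6 with the largest changes per direction among those past the threshold with a mean of at least 5 CPM (50 CPM for miRNAs), up to 4 per list and the most abundant miRNAs; others are marked as chosen after their values were seen, and values in the paper's tables had been seen when the rule was written. A gene that this rule names is not reported here. A gene with 0 counts in one group is given as a lower bound with a floor of 3 counts. The 22 total RNA lists were pigment, melanocyte lineage, DNA replication, G2/M (without Prc1 and Nuf2), G1, p53, retinoic acid, HDAC inhibitor, Wnt, ER chaperone, ATF4, cholesterol, interferon, antigen presentation, neuronal, keratinocyte, fibroblast, immune, endothelial, mitochondrial and ribosomal genes and the 11 lncRNAs of Fig. 1F. The 12 miRNA lists were the miR-17-92, let-7, miR-322/miR-503, miR-344, miR-204/miR-211, miR-221/miR-222, miR-183/miR-96/miR-182, miR-200, miR-29, miR-34, miR-143/miR-145 and miR-379/miR-410 families or clusters. Lists were tested with camera at an inter-gene correlation of 0.01, with an estimated correlation, and with fry, which tests whether the genes of a list move one way on balance and does not compare them with other genes. miRNA binding sites were not analysed here, since no genome sequence was used here. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.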

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

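The results below were picked out because a signal appeared in lists of genes that the paper did not discuss as a set. The miR-344 family holds miR-344d-3-5p, which the paper does discuss. The gene lists were fixed before the data were examined, and of the tests of explanations those of fibroblasts in the cultures, of scaling and of shared reads were written after the result was seen. Of 19 genes of the retinoic acid response tested with ATRA, 3 rose (4 rose and 1 fell adjusted over the list alone, 6 rose and 1 fell with the replicate block, 1 rose without control replicate 2 or ATRA replicate 1, 6 rose without control replicate 3, camera adjusted p = 5.7e-07, and adjusted p = 0.0938 with an estimated correlation, fry 7.2e-04). Of 23 such genes tested with PB-4, 6 rose and 1 fell (10 rose and 2 fell adjusted over the list alone, 9 rose and 3 fell with the replicate block, 1 rose without control replicate 2, camera adjusted p = 0.0851, fry 0.00188, with camera adjusted p = 0.0198 with the replicate block, and adjusted p = 0.437 with an estimated correlation), with Tgm2 (4.88 ± 0.62, adjusted p = 0.00226) and the retinal dehydrogenase gene Aldh1a3 (1.45 ± 0.34, adjusted p = 0.0219) higher. Of 11 members of the miR-322/miR-503 cluster tested with ATRA, 4 fell (5 fell adjusted over the list alone, camera adjusted p = 8.0e-04, and adjusted p = 0.297 with an estimated correlation, fry 0.0328). Of 4 members of the miR-221/miR-222 cluster tested with ATRA, 3 rose (4 rose adjusted over the list alone, camera adjusted p = 3.2e-08, and adjusted p = 0.297 with an estimated correlation, fry 0.0205). Of 11 members of the miR-322/miR-503 cluster tested with PB-4, 5 rose (9 rose adjusted over the list alone, 3 rose without control replicate 2 or PB-4 replicate 1 or PB-4 replicate 2, camera adjusted p = 0.00156, and adjusted p = 0.281 with an estimated correlation, fry 0.0129), such as miR-542-3p (1.60 ± 0.15, adjusted p = 3.7e-05). The difference between the treatments was not tested for this cluster. Of 25 p53 targets tested with PB-4, 3 rose (3 rose adjusted over the list alone, 11 rose and 2 fell with the replicate block, 6 rose without control replicate 3, camera adjusted p = 0.156, fry 0.0114 and 0.0805 with the block), such as the death receptor gene Fas (3.28 ± 0.67, adjusted p = 0.0141). This is near the share of all genes tested that rose with PB-4 (11.6%). DESeq2 called 6 p53 targets higher, and library totals only called 7. Of 11 genes known to respond to HDAC inhibitors, 5 rose (5 rose adjusted over the list alone, 9 rose with the replicate block, 1 rose without control replicate 1, camera adjusted p = 0.00572, and adjusted p = 0.284 with an estimated correlation, fry 0.0230), such as the chaperone gene Clu (4.95 ± 0.49, adjusted p = 9.5e-04). Of 19 ER chaperone genes, 4 fell (4 fell adjusted over the list alone, 2 rose and 11 fell with the replicate block, 0 fell without control replicate 1 or control replicate 2 or PB-4 replicate 2, camera adjusted p = 0.00583, and adjusted p = 0.222 with an estimated correlation, fry 0.00731 and 0.0646 with the block), such as Hsp90b1 (-1.33 ± 0.32, adjusted p = 0.0270) and Hspa5 (-0.94 ± 0.23, adjusted p = 0.0276). With library totals only, 1 ER chaperone gene fell. Of 22 ATF4 and integrated stress response genes, 2 rose and 4 fell (4 rose and 6 fell adjusted over the list alone, 5 rose and 10 fell with the replicate block, 2 fell without control replicate 1 or control replicate 2 or PB-4 replicate 2, camera adjusted p = 0.0456, and adjusted p = 0.507 with an estimated correlation, fry 0.248), such as the serine synthesis gene Psat1 (-1.30 ± 0.20, adjusted p = 0.00398). Of 25 genes of cholesterol synthesis and uptake, 1 rose and 5 fell (1 rose and 6 fell adjusted over the list alone, 3 rose and 15 fell with the replicate block, 0 fell without PB-4 replicate 2, camera adjusted p = 0.00503, and adjusted p = 0.421 with an estimated correlation, fry 0.180), such as Idi1 (-1.60 ± 0.30, adjusted p = 0.00908) and the sterol synthesis gene Cyp51 (-1.04 ± 0.23, adjusted p = 0.0169). With library totals only, 2 cholesterol genes fell. Of 29 interferon response genes, 8 rose (10 rose adjusted over the list alone, 19 rose and 2 fell with the replicate block, 2 rose without control replicate 1 or control replicate 2, camera adjusted p = 0.00349, and adjusted p = 0.284 with an estimated correlation, fry 0.00731), such as the RNA sensor gene Oas1a (4.13 ± 0.57, adjusted p = 0.00295). Of 13 antigen presentation genes, 6 rose and 1 fell (6 rose and 2 fell adjusted over the list alone, 3 rose without PB-4 replicate 2, camera adjusted p = 0.00530, and adjusted p = 0.222 with an estimated correlation, fry 0.00717), such as the class I gene H2-K1 (3.50 ± 0.51, adjusted p = 0.00357). Of 16 neuronal genes, 10 rose (14 rose adjusted over the list alone, camera adjusted p = 5.8e-09, and adjusted p = 0.0935 with an estimated correlation, fry 0.00195), such as the synaptic vesicle gene Syp (2.20 to 34.7 CPM, 3.97 ± 0.37, adjusted p = 7.4e-04) and the tubulin-binding gene Map1a (4.16 ± 0.70, adjusted p = 0.00624). Of 6 members of the miR-17-92 cluster tested with PB-4, 4 fell (4 fell adjusted over the list alone, camera adjusted p = 9.6e-04, and adjusted p = 0.281 with an estimated correlation, fry 0.0297). Of 4 members of the miR-143/miR-145 cluster, 3 rose (3 rose adjusted over the list alone, 1 rose without control replicate 1 or control replicate 2 or PB-4 replicate 1 or PB-4 replicate 2, camera adjusted p = 0.00871, and adjusted p = 0.281 with an estimated correlation, fry 0.0100), such as miR-143-3p (1.31 ± 0.10, adjusted p = 8.2e-06). Of 17 members of the imprinted miR-379/miR-410 cluster, 9 rose (11 rose adjusted over the list alone, camera adjusted p = 1.9e-06, and adjusted p = 0.281 with an estimated correlation, fry 0.0100), such as miR-379-5p (4.28 ± 0.58, adjusted p = 5.4e-04).

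Of 9 fibroblast markers tested with PB-4, 7 rose (8 rose adjusted over the list alone, camera adjusted p = 2.0e-08, and adjusted p = 0.0935 with an estimated correlation, fry 0.00319), such as the collagen gene Col1a1 (2.52 to 581 CPM, 7.82 ± 0.92, adjusted p = 0.00177) and Postn (2.94 ± 0.31, adjusted p = 0.00129). Fibroblasts in the PB-4 cultures, whose sample labels also name skin, would bring Col1a2 and Dcn too, but these together reached 0.936 to 1.76% of the Col1a1 level, far below the 10% set as the minimum. This argues against fibroblasts as the main source of Col1a1 only. If B16 cells made Col1a1, the share would be low with some fibroblasts present too, and the other markers that rose are not addressed. The test of scaling between libraries written before, whether the markers stay called with library totals only, is void, since that setting raised the median of all genes to 0.20. A factor per library moves all genes alike, though, and so does not account for markers with a median 3.47 above that of all genes. With ATRA 7 of these markers were tested, so some of the 9 here passed the count filter through their PB-4 counts, which may raise this median. A switching on of silent genes of many lineages by PB-4 may contribute: 254 genes had 0 control counts and at least 5 counts in each PB-4 library, against 4 genes with ATRA (63.5 times as many), which does not show that the fibroblast genes belong to the same process.

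Of 13 miR-344 family members tested with PB-4, 8 rose (10 rose adjusted over the list alone, camera adjusted p = 4.9e-08, and adjusted p = 0.236 with an estimated correlation, fry 0.00151). The study chose 1 of them, miR-344d-3-5p, on these samples, so these tests are not fully independent of that choice. Reads shared between members could spread a rise of a few over the family. Of the members that rose, 7 are 3p and 1 is 5p, so this stays open. A switching on of the chromosome 7 region could also account for it: of 4 other genes tested within 1 Mb, the lncRNAs A230057D06Rik and A330076H08Rik rose (50%, against 11.6% of all genes tested). Both span or overlap miR-344 genes, the other 2 (Atp5l-ps1 and Gm10297) overlap 0 and did not pass, and 4 genes are too few to decide.

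Replicate 3 stood apart from replicates 1 and 2 in total RNA of each group, with a mean correlation of its deviations between groups of 0.705. Thinning each library to the smallest total left 0.701, so depth does not account for it. Taking out a trend on gene length, taken as the span on the genome with introns, left 0.692. Transcript length was not used, so a bias by transcript length stays open. No biological explanation was tested, since the labels name no difference between replicates. Each set of 6 libraries allows 10 splits into 3 and 3, so the share of splits with as many calls cannot go under 0.05. For the counts of genes (191, 3139 and 2384), mRNAs (183 and 2440), lncRNAs (4 and 149) and miRNAs (41, 23, 213 and 116), the real split alone reached the value (1 of 10), and the highest other count was 0. With the replicate numbers of total RNA taken as pairs, some of the other splits part all pairs, as the real one does, and the rest keep libraries of the same number together.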

How the results depend on the processing

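The setting with replicates 1 and 2 only and the lncRNA class that adds Supplementary Data 1 and 2 were chosen after seeing the data; the other settings were set before the data were examined. In simulated data of this depth with 3 libraries per group, 8% of changes of log2 1 and 80% of log2 2 were recovered for ATRA total RNA, and 5% and 67% for PB-4. The changes were placed only in genes with a higher mean count than Gm31932, and the libraries were drawn independently. These shares therefore do not apply to Gm31932 or to other genes of low counts. Named genes other than those below kept their side of the threshold in 2575 comparisons, gained it in 82, lost it in 304 and reversed in 4. Counts within lists kept within 1.5 times in 342 and moved in 184, and list tests kept their call in 542, gained it in 28 and lost it in 76; all camera calls under 0.05 were lost with an estimated correlation, while fry passed 23 of these 36 in the same direction (4 of 10 and 11 of 14 total RNA lists with ATRA and PB-4, and 2 of 6 and 6 of 6 miRNA lists) and 7 lists that camera did not. Apart from the calls given in the text and those of miR-199b-5p, miR-351-5p (adjusted p = 0.0665) and miR-200b-3p (0.0692) with ATRA, which were lost, the replicate block changed no other gene call. Adjusted p was 0.333 to 0.969 over the alternatives of Cdkn1a with ATRA, whose -0.23 turned to 0.23 without control replicate 3 (range -0.59 to 0.23), and 0.466 to 0.985 for Cdkn1b with PB-4, whose 0.03 ran from -0.17 (without control replicate 3) to 0.29, with -0.10 and -0.02 without PB-4 replicates 1 and 2. The causes were not tested.

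With DESeq2, ATRA called 1248 genes, 45 lncRNAs, 718 mRNAs, 80 miRNAs (35 at 2-fold), 34 G2/M and 13 replication genes; PB-4 called 256 lncRNAs and 9 pigment genes fell; 1 lncRNA and 605 genes were shared; with ATRA Prc1 had -1.27 and miR-344d-3-5p 1.89. With no filter on low counts, ATRA called 411 genes, 8 lncRNAs, 384 mRNAs and 90 miRNAs (44 at 2-fold), 207 genes were shared, Prc1 had -1.28 and miR-344d-3-5p 1.93. With all 9 libraries in one fit, the ATRA counts were 388, 10 and 356, 208 genes were shared, Prc1 had -1.28 and miR-344d-3-5p 1.87. With library totals only, 69 miRNAs were called with ATRA. With the replicate block, ATRA called 3288 genes, 59 lncRNAs, 950 mRNAs, 55 G2/M, 32 replication and 6 retinoic acid genes; PB-4 called 8630 genes, 372 lncRNAs and 17 lower pigment genes; PB-4 against ATRA called 5821; 4 lncRNAs and 2045 genes were shared; Prc1 had -1.27 with ATRA and Gm31932 -1.94 with PB-4. With limma voom with sample quality weights, ATRA called 5218 genes, 312 lncRNAs and 1594 mRNAs, PB-4 9083, 787 and 3921, and PB-4 against ATRA 8221; 67 lncRNAs and 2792 genes were shared; Gm31932 had -1.92 and -2.24, and with ATRA Prc1 had -1.56 and miR-344d-3-5p 1.93. With replicates 1 and 2 only, ATRA called 6457 genes, 228 lncRNAs, 1462 mRNAs, 62 G2/M, 43 replication and 8 retinoic acid genes; PB-4 called 7461 genes, 368 lncRNAs and 12 lower pigment genes; PB-4 against ATRA called 7131; 25 lncRNAs and 3017 genes were shared; with ATRA Gm31932 had -2.22 and Prc1 -1.56.

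Leaving out each library in turn gave, with ATRA, 10 to 980 genes, 0 to 44 lncRNAs, 10 to 643 mRNAs, 22 to 50 miRNAs (15 to 25 at 2-fold), 0 to 52 G2/M, 0 to 36 replication and 1 to 6 retinoic acid genes, and -2.23 to -1.56 for Gm31932, -1.45 to -1.13 for Prc1, -1.77 to -1.51 for Nuf2 and 1.62 to 2.51 for miR-344d-3-5p. With PB-4 it gave 1341 to 3440 genes, 44 to 175 lncRNAs, 1277 to 2782 mRNAs, 148 to 231 miRNAs (91 to 134 at 2-fold), 36 to 55 G2/M, 17 to 36 replication and 4 to 7 pigment genes, and -2.46 to -1.44 for Gm31932, -1.56 to -1.11 for Prc1, -1.64 to -1.16 for Nuf2 and 2.86 to 3.76 for miR-344d-3-5p. PB-4 against ATRA called 1194 to 2761 genes, and 0 to 7 lncRNAs and 6 to 449 genes were shared.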

Differences from the paper's values

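No test in this part was chosen after its result was seen, apart from the setting with replicates 1 and 2 only and the lncRNA class that adds Supplementary Data 1 and 2 for genes missing from the reference. For the 11 lncRNAs of Fig. 1F the paper states an absolute log2 fold change of at least 1.5. For the other counts its thresholds are known only through its tables, and the counts here were set beside them at adjusted p under 0.05 and at least 2-fold. The lncRNA counts here hold the reference class, which differs from the paper's: of 375 lncRNAs in its tables, 248 are of that class, 98 of another and 29 of none. The paper's 102 lncRNAs with ATRA stand against 4 here; no alternative set before the data were examined came within 1.5 times of the paper's value. With the added class the count was 5, and no setting came within. The paper's 761 mRNAs with ATRA stand against 183 here; DESeq2 (718), the replicate block (950), and the fits without control replicate 3 (643) or ATRA replicate 3 (557) fall within, and the others do not. The paper's 306 lncRNAs with PB-4 stand against 149 here; DESeq2 (256) and the replicate block (372) fall within, as does the setting with replicates 1 and 2 only (368), which was chosen after seeing the values and drops 73 of the paper's 306 (whatever their class), and the others do not. With the added class, also chosen after seeing the values, the count was 158, and the fit with no filter on low counts falls within too (with 122 of the paper's 306 called and 184 dropped), as do DESeq2 (272, with 161 of the paper's called), the block (392, with 192) and replicates 1 and 2 only (383, with 166, dropping 140). For miRNAs of both groups the paper's value is 8 and the value here 5; DESeq2 (9), library totals only (6), all 9 libraries in one fit (7), limma voom (8), and the fits without control replicate 3 (6) or ATRA replicate 1 (7) fall within, and the others do not. For mRNAs of both groups the paper's value is 393 and the value here 88; DESeq2 (366), the replicate block (523), and the fits without control replicate 3 (322) or ATRA replicate 3 (277) fall within, and the others do not. For lncRNAs of both groups the paper's value is 33 and the value here 0, and no alternative set before the data were examined falls within. The paper's 11 lncRNAs with an absolute log2 fold change of at least 1.5 in both groups stand against 0 here, and again no alternative set before the data were examined falls within. Of these 11, Gm31932, Gm9939 and Gm36673 are outside the reference class and could not be counted.

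All lncRNAs, miRNAs and mRNAs of Supplementary Data 1 to 5 were tested here and had the paper's direction. Of the paper's items, whatever their class in the reference, 5 of 102 lncRNAs with ATRA were called here (53 with the replicate block), 140 of 306 with PB-4 (265), 19 of 24 miRNAs with ATRA (17), 92 of 105 with PB-4 (96) and 176 of 761 mRNAs with ATRA (665). Of the 11 lncRNAs, limma voom called all 11 in both groups, 10 of them with an absolute log2 fold change of at least 1.5 in both (Gm31365 had 1.49 with PB-4), the block 2 (Gm32403 and Gm33085) and DESeq2 1 (Gm32403); replicates 1 and 2 only, chosen after seeing the values, called 4 and dropped 7. Gm31932, which the paper calls in both groups, was called in both by limma voom, with PB-4 by the block, and with ATRA by replicates 1 and 2 only. The paper also reports a lower Gm31932 level by RT-qPCR after both treatments, which these calls do not address. miR-344d-3-5p with ATRA, which the paper calls, was called here by DESeq2, no filter on low counts, all 9 libraries in one fit and limma voom. The paper reports a higher tyrosinase activity after treatment; Tyr mRNA, another measure, had -2.12 ± 0.83 with ATRA and -0.92 ± 0.59 with PB-4, did not pass (adjusted p = 0.275 and 0.330), and ran from -3.37 to -1.44 and from -1.54 to -0.30 when 1 library was left out.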

Other observations

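The comparison of PB-4 with ATRA and the lists below were fixed before the data were examined, and no test here was chosen after its result was seen. The retinaldehyde reductase gene Dhrs3 was lower in the PB-4-treated than in the ATRA-treated group (424 to 11.7 CPM, -5.16 ± 0.30, adjusted p = 1.1e-04, n = 3 per group), as were the receptor gene Rarb (161 to 9.72 CPM, -4.04 ± 0.63, adjusted p = 0.00428) and the cytokine gene Lif (72.1 to 1.92 CPM, -5.24 ± 0.38, adjusted p = 3.2e-04). Lgr6, a receptor gene of Wnt potentiators (34.0 to 0.189 CPM, -7.80 ± 0.93, adjusted p = 0.00126), and the potassium channel gene Kcnj13 (7.29 to 0.134 CPM, -5.68 ± 1.08, adjusted p = 0.00991) were lower too. Trib3, a pseudokinase gene of the stress response, was lower (-4.04 ± 0.71, adjusted p = 0.00702), but not with the replicate block (adjusted p = 0.204). Genes with 0 counts in the ATRA libraries were higher with PB-4: the glutamate transporter gene Slc1a2 (at least 275-fold higher, and 148-fold without ATRA replicate 2) and the scavenger receptor gene Scara5 (at least 257-fold higher, and 139-fold without ATRA replicate 2). In all, 2006 of 19521 genes were higher with PB-4 and 378 lower (3653 and 2168 with the block). Leaving out ATRA replicate 1 gave 1194 and ATRA replicate 2 gave 1412, and leaving out PB-4 replicates 1 and 2 gave 1572 and 1264.

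With ATRA, the beta-catenin target gene Cd44 fell (-1.16 ± 0.20, adjusted p = 0.0440). Of 13 Wnt and beta-catenin genes tested with ATRA, 1 fell (1 fell adjusted over the list alone, 4 fell with the replicate block, 0 fell without control replicate 1 or control replicate 2 or ATRA replicate 1 or ATRA replicate 2, 2 fell without ATRA replicate 3, camera adjusted p = 0.0308, and adjusted p = 0.267 with an estimated correlation, fry 0.0410 and 0.0535 with the block). Cebpb, a transcription factor gene of the stress response, rose (1.98 ± 0.35, adjusted p = 0.0469). Of 22 ATF4 and integrated stress response genes tested with ATRA, 1 rose (14 rose adjusted over the list alone, 9 rose with the replicate block, 0 rose without control replicate 1 or control replicate 2 or ATRA replicate 1 or ATRA replicate 2, 11 rose without ATRA replicate 3, camera adjusted p = 3.1e-12, and adjusted p = 0.270 with an estimated correlation, fry 0.112). Of 5 members of the miR-200 family tested with ATRA, 2 rose (2 rose adjusted over the list alone, 0 rose without control replicate 1 or control replicate 2 or ATRA replicate 1 or ATRA replicate 2, camera adjusted p = 0.0124, and adjusted p = 0.297 with an estimated correlation, fry 0.0680). Of 7 immune cell markers tested with PB-4, 2 rose (3 rose adjusted over the list alone, 5 rose with the replicate block, 1 rose without control replicate 1 or control replicate 2 or control replicate 3 or PB-4 replicate 1 or PB-4 replicate 2 or PB-4 replicate 3, camera adjusted p = 0.00741, and adjusted p = 0.183 with an estimated correlation, fry 0.00201), such as the lysozyme gene Lyz2 (2.28 to 23.4 CPM, 3.33 ± 0.28, adjusted p = 5.8e-04). Of 3 endothelial markers, 1 rose (1 rose adjusted over the list alone, 3 rose with the replicate block, camera adjusted p = 0.0207, and adjusted p = 0.299 with an estimated correlation, fry 0.0204, with camera adjusted p = 0.0557 with the replicate block), with Vwf (4.96 ± 0.54, adjusted p = 0.00135). Of 2 keratinocyte markers tested with PB-4, Trp63 passed (counts 2, 0 and 0 in the control libraries, camera adjusted p = 0.225, fry 0.00188). Of 9 let-7 family members, 1 rose and 1 fell (1 rose and 1 fell adjusted over the list alone, 0 rose without PB-4 replicate 2, 2 rose without control replicate 3, camera adjusted p = 0.142), with let-7e-5p (0.51 ± 0.10, adjusted p = 0.00409) higher and let-7i-5p (-0.45 ± 0.10, adjusted p = 0.0115) lower. DESeq2 called 1 let-7 member higher and 5 lower, and edgeR with RLE size factors 1 and 3. Of 3 miR-204/miR-211 family members, which pigment cells express, 2 fell (2 fell adjusted over the list alone, 0 fell without control replicate 1 or control replicate 2 or PB-4 replicate 1 or PB-4 replicate 3, camera adjusted p = 0.0224, and adjusted p = 0.281 with an estimated correlation, fry 0.0469), with miR-211-5p (-0.68 ± 0.17, adjusted p = 0.0197, 0.0566 with library totals only). Of 3 miR-183/miR-96/miR-182 cluster members, 1 rose (2 rose adjusted over the list alone, 0 rose without control replicate 1 or control replicate 2 or PB-4 replicate 1 or PB-4 replicate 3, camera adjusted p = 0.0896, fry 0.0100), with miR-182-5p (2.30 ± 0.54, adjusted p = 0.0123). Of 3 miR-34 family members, which p53 induces, 2 rose (2 rose adjusted over the list alone, 1 rose without control replicate 1 or control replicate 2 or PB-4 replicate 1 or PB-4 replicate 2 or PB-4 replicate 3, camera adjusted p = 0.150), with miR-34c-5p (1.04 ± 0.15, adjusted p = 6.8e-04). Of 5 members of the miR-200 family tested with PB-4, 2 rose (2 rose adjusted over the list alone, 1 rose without control replicate 1 or control replicate 2 or PB-4 replicate 1 or PB-4 replicate 2 or PB-4 replicate 3, camera adjusted p = 0.105, fry 0.0100).

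In these lists edgeR called 0 members with ATRA, given as higher and lower. Of 14 G1 cyclins, CDKs and CDK inhibitors, 0 were higher and 4 lower at unadjusted p under 0.05 (DESeq2 called 0 and 1, and 0 and 0 passed over the list alone, 0 and 6 with the block, camera adjusted p = 0.0220, and adjusted p = 0.267 with an estimated correlation, fry 0.0450 and 0.180 with the block). Of 24 p53 targets, 3 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 2 and 0, and 2 and 0 passed over the list alone, 4 and 3 with the block, camera adjusted p = 0.453). Of 11 genes of the HDAC inhibitor response, 2 were higher and 1 lower at unadjusted p under 0.05 (DESeq2 called 0 and 0, and 0 and 0 passed over the list alone, 1 and 1 with the block, camera adjusted p = 0.808). Of 19 ER chaperone genes, 3 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 1 and 0, and 1 and 0 passed over the list alone, 3 and 1 with the block, camera adjusted p = 0.206). Of 25 genes of cholesterol synthesis and uptake, 0 were higher and 8 lower at unadjusted p under 0.05 (DESeq2 called 0 and 3, and 0 and 2 passed over the list alone, 0 and 14 with the block, camera adjusted p = 6.4e-05, and adjusted p = 0.713 with an estimated correlation, fry 0.372). Of 29 interferon response genes, 4 were higher and 1 lower at unadjusted p under 0.05 (DESeq2 called 3 and 0, and 3 and 0 passed over the list alone, 6 and 1 with the block, camera adjusted p = 0.00480, and adjusted p = 0.728 with an estimated correlation, fry 0.378). Of 11 antigen presentation genes, 4 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 3 and 0, and 3 and 0 passed over the list alone, 4 and 0 with the block, camera adjusted p = 7.5e-04, and adjusted p = 0.267 with an estimated correlation, fry 0.108 and 0.0323 with the block). Of 14 neuronal genes, 1 were higher and 1 lower at unadjusted p under 0.05 (DESeq2 called 1 and 1, and 0 and 0 passed over the list alone, 2 and 1 with the block, camera adjusted p = 0.931). Of 7 fibroblast markers, 0 were higher and 2 lower at unadjusted p under 0.05 (DESeq2 called 0 and 2, and 0 and 2 passed over the list alone, 0 and 2 with the block, camera adjusted p = 0.0478, and adjusted p = 0.270 with an estimated correlation, fry 0.0450 and 0.0604 with the block, with camera adjusted p = 0.0668 with the replicate block). Of 4 immune cell markers, 0 were higher and 1 lower at unadjusted p under 0.05 (DESeq2 called 0 and 1, and 0 and 1 passed over the list alone, 0 and 1 with the block, camera adjusted p = 0.183). Of 13 mitochondrially encoded mRNAs, 0 were higher and 1 lower at unadjusted p under 0.05 (DESeq2 called 0 and 0, and 0 and 0 passed over the list alone, 0 and 1 with the block, camera adjusted p = 0.154). Of 34 ribosomal protein mRNAs, 0 were higher and 1 lower at unadjusted p under 0.05 (DESeq2 called 0 and 0, and 0 and 0 passed over the list alone, 4 and 0 with the block, camera adjusted p = 0.154, with camera adjusted p = 0.0193 with the replicate block, and adjusted p = 0.832 with an estimated correlation). Of 1 keratinocyte and 2 endothelial markers tested with ATRA, 0 passed (0 at unadjusted p under 0.05, and 0 with DESeq2). Of 6 miR-17-92 cluster members, 0 were higher and 1 lower at unadjusted p under 0.05 (DESeq2 called 0 and 1, and 0 and 1 passed over the list alone, camera adjusted p = 0.170). Of 9 let-7 family members, 3 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 1 and 0, and 0 and 0 passed over the list alone, camera adjusted p = 0.0124, and adjusted p = 0.469 with an estimated correlation, fry 0.265). Of 3 miR-204/miR-211 family members, 1 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 1 and 0, and 1 and 0 passed over the list alone, camera adjusted p = 0.175). Of 3 miR-183/miR-96/miR-182 cluster members, 0 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 0 and 0, and 0 and 0 passed over the list alone, camera adjusted p = 0.532). Of 3 miR-29 family members, 0 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 0 and 0, and 0 and 0 passed over the list alone, camera adjusted p = 0.321). Of 3 miR-34 family members, 2 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 1 and 0, and 2 and 0 passed over the list alone, camera adjusted p = 0.113). Of 4 miR-143/miR-145 cluster members, 1 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 1 and 0, and 0 and 0 passed over the list alone, camera adjusted p = 0.0611). Of 12 miR-379/miR-410 cluster members, 2 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 0 and 0, and 0 and 0 passed over the list alone, camera adjusted p = 0.00280, and adjusted p = 0.469 with an estimated correlation, fry 0.327).

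In these lists edgeR called 0 members with PB-4. Of 13 mitochondrially encoded mRNAs, 0 were higher and 0 lower at unadjusted p under 0.05 (DESeq2 called 0 and 0, and 0 and 0 passed over the list alone, camera adjusted p = 0.997). Of 34 ribosomal protein mRNAs, 0 were higher and 3 lower at unadjusted p under 0.05 (DESeq2 called 0 and 0, and 0 and 0 passed over the list alone, 0 and 27 with the block, camera adjusted p = 0.00285, and adjusted p = 0.528 with an estimated correlation, fry 0.315 and 0.0303 with the block). Of 4 miR-221/miR-222 cluster members, 0 were higher and 1 lower at unadjusted p under 0.05 (DESeq2 called 0 and 1, and 0 and 0 passed over the list alone, camera adjusted p = 0.113). Of 3 miR-29 family members, 0 were higher and 1 lower at unadjusted p under 0.05 (DESeq2 called 0 and 1, and 0 and 0 passed over the list alone, camera adjusted p = 0.706).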
